# miRNAs mediate SnRK1-dependent energy signaling in *Arabidopsis*

**DOI:** 10.3389/fpls.2013.00197

**Published:** 2013-06-20

**Authors:** Ana Confraria, Cláudia Martinho, Alexandre Elias, Ignacio Rubio-Somoza, Elena Baena-González

**Keywords:** *Arabidopsis*, SnRK1, stress, miRNA, energy signaling, DCL1

## Abstract

The SnRK1 protein kinase, the plant ortholog of mammalian AMPK and yeast Snf1, is activated by the energy depletion caused by adverse environmental conditions. Upon activation, SnRK1 triggers extensive transcriptional changes to restore homeostasis and promote stress tolerance and survival partly through the inhibition of anabolism and the activation of catabolism. Despite the identification of a few bZIP transcription factors as downstream effectors, the mechanisms underlying gene regulation, and in particular gene repression by SnRK1, remain mostly unknown. microRNAs (miRNAs) are 20–24 nt RNAs that regulate gene expression post-transcriptionally by driving the cleavage and/or translation attenuation of complementary mRNA targets. In addition to their role in plant development, mounting evidence implicates miRNAs in the response to environmental stress. Given the involvement of miRNAs in stress responses and the fact that some of the SnRK1-regulated genes are miRNA targets, we postulated that miRNAs drive part of the transcriptional reprogramming triggered by SnRK1. By comparing the transcriptional response to energy deprivation between WT and *dcl1-9*, a mutant deficient in miRNA biogenesis, we identified 831 starvation genes misregulated in the *dcl1-9* mutant, out of which 155 are validated or predicted miRNA targets. Functional clustering analysis revealed that the main cellular processes potentially co-regulated by SnRK1 and miRNAs are translation and organelle function and uncover TCP transcription factors as one of the most highly enriched functional clusters. TCP repression during energy deprivation was impaired in miR319 knockdown (*MIM319*) plants, demonstrating the involvement of miR319 in the stress-dependent regulation of *TCP*s. Altogether, our data indicates that miRNAs are components of the SnRK1 signaling cascade contributing to the regulation of specific mRNA targets and possibly tuning down particular cellular processes during the stress response.

## Introduction

The ability of an organism to respond to challenges in the energy status is critical for its survival. Energy supplies vary over time and therefore sophisticated mechanisms have evolved to monitor fluctuations in nutrient availability and to manage adequately storage compounds, allowing the maintenance of an energy balance at the cellular and whole-organism levels. In plants, energy deficiency can be the result of impaired carbon assimilation and/or respiration upon exposure to adverse environmental conditions (Baena-Gonzalez and Sheen, 2008).

The decline in cellular ATP levels ensuing stress activates the evolutionarily conserved SnRK1 protein kinases, metabolic sensors closely related to the budding yeast Snf1 (sucrose-non-fermenting) and mammalian AMPK (AMP-activated Protein Kinase), and encoded by three genes in the *Arabidopsis* genome (*SnRK1.1/1.2/1.3*) (Hardie, 2007; Polge and Thomas, 2007). In response to energy deficiency SnRK1s trigger extensive metabolic and transcriptional changes that contribute to restoring homeostasis and to elaborating adequate longer-term acclimation strategies (Baena-Gonzalez et al., 2007). This includes activation of catabolic pathways such as autophagy and breakdown of starch, and the inhibition of anabolic pathways like translation. In addition to metabolic readjustment, SnRK1 coordinates stress-induced responses, and plants with diminished SnRK1 activity are severely impaired in their response to a wide array of stresses such as flooding, sudden darkness, salinity, and biotic stress (Hao et al., 2003; Lovas et al., 2003; Schwachtje et al., 2006; Baena-Gonzalez et al., 2007; Lee et al., 2009).

SnRK1s control metabolism partly through direct phosphorylation and inactivation of key enzymes such as sucrose phosphate synthase, nitrate reductase and HMG-CoA reductase (Halford et al., 2003). In addition, SnRK1s induce transcriptional changes in over a thousand genes implicated in energy metabolism, cell signaling, defence and stress (Baena-Gonzalez et al., 2007), but the mechanisms underlying this mode of regulation are still poorly understood. A few key bZIP transcription factors and common *cis*-elements have been identified downstream of SnRK1 (Baena-Gonzalez et al., 2007), regulating genes involved in primary metabolism such as *ASPARAGINE SYNTHETASE1* (*ASN1/DIN6*), *PROLINE DEHYDROGENASE* (*ProDH1* and *ProDH2*) and others, and hence inducing alterations in the corresponding metabolites (Hanson et al., 2008). Studies on the yeast Snf1 and the mammalian AMPK, on the other hand, have uncovered multiple modes of action beyond control of transcription factors, and these protein kinases have been shown to affect transcription through the direct association with chromatin and through the interaction with different components of the transcriptional machinery, including the SRB/mediator complex (Hedbacker and Carlson, 2008; McGee and Hargreaves, 2008).

microRNAs (miRNAs) are endogenous single-stranded non-coding RNAs of 20–24 nt length that act *in trans* on non-self RNAs, negatively regulating their expression post-transcriptionally (Bartel, 2009). Plant miRNAs act through cleavage of highly complementary mRNA targets, but also through translational repression and chromatin modification (Mallory and Bouche, 2008; Voinnet, 2009). In *Arabidopsis*, they are encoded by nuclear *MIR* genes, transcribed into primary miRNAs (*MIR* transcripts) that are processed by a nuclear-localized complex containing DICER-LIKE1 (DCL1), exported to the cytoplasm and incorporated into an ARGONAUTE (AGO) containing RNA-induced silencing complex (RISC) for recognition of mRNA targets with a complementary sequence (Voinnet, 2009). Molecular, genetic and biochemical analysis have demonstrated that miRNAs play central roles in growth, development, and morphogenesis (Jones-Rhoades et al., 2006; Axtell et al., 2007). In addition, genome-wide deep sequencing and microarray profiling have identified nutrient- (Hsieh et al., 2009; Pant et al., 2009; Liang et al., 2012; Ren and Tang, 2012) and stress-responsive miRNAs (Jones-Rhoades and Bartel, 2004; Sunkar and Zhu, 2004; Zhou et al., 2007, 2008; Hewezi et al., 2008; Liu et al., 2008; Moldovan et al., 2010; Licausi et al., 2011; Zhang et al., 2011), which have accordingly been suggested as important mediators of these adaptive processes (Ruiz-Ferrer and Voinnet, 2009; Khraiwesh et al., 2012; Sunkar et al., 2012). A global connection between miRNAs and stress has also been suggested from the fact that miRNA biogenesis mutants exhibit altered responses to multiple types of stress as well as hypersensitivity to ABA, a key regulator of stress responses (Lu and Fedoroff, 2000; Kim et al., 2008; Zhang et al., 2008; Li et al., 2012). The relevance of specific miRNAs for stress tolerance has also been demonstrated for several miRNAs, including miR398, miR393, or miR169 (Navarro et al., 2006; Sunkar et al., 2006; Li et al., 2008).

Furthermore, several miRNAs, including miR319, miR156, miR159, and miR172, seem to respond similarly to rather diverse types of environmental conditions, ranging from biotic stress to drought, hypoxia and UV light (Sunkar et al., 2012). In some situations a link to the cellular energy status has been established: (1) chemical inhibition of mitochondrial respiration induces a similar set of miRNAs as hypoxia stress in *Arabidopsis* roots (Moldovan et al., 2010); (2) oxidative stress and sucrose have opposite effects on the accumulation of miR398, also involved in copper homeostasis (Dugas and Bartel, 2008). Altogether, this prompted us to postulate that miRNAs could act as downstream effectors of the SnRK1 pathway contributing to the reprogramming of gene expression executed by SnRK1.

Here, we present a comparative microarray profiling of WT and *dcl1–9* plants under control and energy-deficiency conditions. We identify a set of 831 genes with compromised regulation in the *dcl1–9* mutant, a fraction of which (19%) are validated or predicted miRNA targets, including the miR319 targets *TCP2* and *TCP4*.

## Materials and methods

A list of all primers used in this study is provided in Table S1.

### Plant material and growth conditions

All *Arabidopsis thaliana* (*Arabidopsis*) plants used in this study are in the Columbia (*Col*-0) background. *dcl1–9* was originally isolated in ecotype *Wassilewskija* (Feldmann, 1992) and has been backcrossed five times to *Col*-0 ecotype (Vazquez et al., 2004). *dcl1–9* plants were propagated as heterozygotes and the *DCL1–9*/*dcl1–9* heterozygous plants were distinguished from *DCL1–9*/*DCL1–9* homozygous plants by PCR amplification of genomic DNA with specific T-DNA and *DCL1* primers (Table S1). Homozygous *dcl1–9/dcl1–9* plants were isolated from the segregating *DCL1–9/dcl1–9* progeny based on their phenotype (Jacobsen et al., 1999; Kidner and Martienssen, 2004). Plants overexpressing a miR319 target mimic (*MIM319*) were used as miR319 knockdown plants. These and the corresponding empty vector pGREEN control have been previously described (Franco-Zorrilla et al., 2007). Sterilized seeds were stratified in the dark at 4°C for 2 days, and sowed on plates containing 0.5× Murashige and Skoog medium with 0.1% MES, 0.8% phytoagar, and 1% sucrose. Plates were sealed and incubated under a photoperiod of 12 h light (100 μE; 22°C)/12 h dark (18°C). After 10 days, seedlings were transferred to 1:3 vermiculite:soil mixture and kept in the same photoperiod and temperature conditions.

### Energy stress treatment

For energy stress treatment 5 week-old plants were used. Under these conditions no bolting was observed for any of the genotypes. Well-expanded leaves (true leaf numbers 5–7) were detached and incubated in Petri dishes with 20 mL of sterile MilliQ water for 6 h either in the light or in the dark. When indicated, dark incubation was carried out in the presence of 50 mM glucose. Dark treatment started 2 h after the onset of the light period. After the treatment, leaves were quickly pat-dried, flash-frozen in liquid *N*_2_ and kept at −80°C until RNA extraction.

### Microarray analyses

All the microarray gene expression data reported in this study are available from the NCBI Gene Expression Omnibus (GEO) database (accession number GSE46713).

The transcriptomic response of WT and *dcl1–9* plants to 6 h of unexpected darkness was compared using microarrays. Total RNA from three biological replicates was extracted using TRIzol® reagent (Life Technologies) and treated with RNase-Free DNase (Promega). The concentration and purity of DNased RNA were determined by spectrophotometry and integrity was confirmed using an Agilent 2100 Bioanalyzer with a RNA 6000 Nano Assay (Agilent Technologies, Palo Alto, CA).

RNA was processed for use on Affymetrix (Santa Clara, CA, USA) *Arabidopsis* Gene 1.1 ST Array Strips by using the Ambion WT Expression Kit (Life Technologies, CA, USA) and Affymetrix GeneChip WT Terminal Labeling Kit, according to the manufacturer's protocols. Briefly, 100 ng of total RNA containing spiked in Poly-A RNA controls (GeneChip Expression GeneChip Eukaryotic Poly-A RNA Control Kit; Affymetrix) was used in a reverse transcription reaction (Ambion WT Expression Kit) to generate first-strand cDNA. After second-strand synthesis, double-stranded cDNA was used in an *in vitro* transcription (IVT) reaction to generate cRNA (Ambion WT Expression Kit). 15 μg of this cRNA was used for a second cycle of first-strand cDNA synthesis (Ambion WT Expression Kit). 5.5 μg of single stranded cDNA was fragmented and end-labeled (GeneChip WT Terminal Labeling Kit; Affymetrix). Size distribution of the fragmented and end-labeled cDNA, respectively, was assessed using an Agilent 2100 Bioanalyzer with a RNA 6000 Nano Assay.

3.5 μg of end-labeled, fragmented cDNA was used in a 150 μl hybridization cocktail containing added hybridization controls (GeneAtlas Hybridization, Wash, and Stain Kit for WT Array Strips, Affymetrix), of which 120 μl were hybridized on array strips for 20 h at 48°C. Standard post hybridization wash and double-stain protocols (GeneAtlas Hybridization, Wash, and Stain Kit for WT Array Strips, Affymetrix) were used on an Affymetrix GeneAtlas system, followed by scanning of the array strips.

### Data analysis

Scanned arrays were analyzed first with Affymetrix Expression Console software for quality control. Subsequent analysis was carried out with DNA-Chip Analyzer (dChip; http://www.dchip.org, Wong Lab, Harvard) using custom cdf file aragene11st_At_TAIRG.cdf and respective annotations as available from Brainarray database version 15 (Vazquez et al., 2004; Sandberg and Larsson, 2007). The arrays were normalized to a baseline array with median CEL intensity by applying an Invariant Set Normalization Method (Li and Wong, 2001). Normalized CEL intensities of the 12 arrays were used to obtain model-based gene expression indices based on a Perfect Match-only model (Li and Hung Wong, 2001). Replicate data for the same sample type were weighted gene-wise by using inverse squared standard error as weights. All genes compared were considered to be differentially expressed if the 90% lower confidence bound of the fold-change between experiment and baseline was above 1.2. The lower confidence bound criterion means that we can be 90% confident that the fold-change is a value between the lower confidence bound and a variable upper confidence bound. Li and Hung Wong (2001) have shown that the lower confidence bound is a conservative estimate of the fold-change and therefore more reliable as a ranking statistic for changes in gene expression.

### Comparison of microarray experiments and profile intersection

In order to validate the 6 h-dark incubation of WT and *dcl1–9* leaves as a *bona fide* starvation treatment, we crossed-compared our datasets with a previously published set of 600 core starvation genes (core SGs), obtained by a stringent comparison of microarray data from SnRK1.1 overexpression in protoplasts with that of several conditions that impact the cellular energy status [Table S4 in Baena-Gonzalez et al. (2007)]. Genes were considered as similarly regulated if they were up-regulated in the core SG set and also in the 6 h-dark treatment by at least 1.2-fold [lower confidence bound of the fold-change, (Li and Hung Wong, 2001)]. Similar criteria were applied to the downregulated genes.

For the global intersection of the WT and *dcl1–9* profiles with that of SnRK1 activation, the SnRK1 microarray dataset was filtered using the described criteria (Baena-Gonzalez et al., 2007) but a lower cut-off of 1.5-fold-change. Overlap between the compared datasets was revealed using the Venny Venn diagram on-line application (http://bioinfogp.cnb.csic.es/tools/venny/index.html; Oliveros, 2007).

### List of miRNA targets

A list of validated and predicted targets was used as compiled from literature and from public databases [ASRP and *Arabidopsis* MPSS and PARE databases (Nakano et al., 2006; Backman et al., 2008; German et al., 2008) by Folkes et al. (2012)]. In addition, psRNAtarget (Dai and Zhao, 2011), TargetFinder (Allen et al., 2005; Fahlgren et al., 2007), and the UEA Plant Target Prediction tools (Moxon et al., 2008) were used with the default parameters to predict further targets for all the *Arabidopsis* miRNA sequences deposited in the miRBase database (Kozomara and Griffiths-Jones, 2011). TAIR10 annotation was used as a reference.

### Quantitative real-time RT-PCR

DNase-treated RNA was reverse transcribed (1 μg) using SuperScript III Reverse Transcriptase (Life Technologies), following the manufacturers' instructions. qRT–PCR analyses were performed in a 7900HT Fast Real-Time PCR System (Applied Biosystems), using the iTaq™ Universal SYBR® Green Supermix (BioRad), and the 2^−ΔΔ*Ct*^ method for relative quantification (Livak and Schmittgen, 2001). Expression values were normalized using the CT values obtained for the *EIF4* (*At3g13920*) and *ACT2* (*At3g18780*) control genes, in experiments employing detached leaves or protoplasts, respectively.

### Transient expression assays in protoplasts

Protoplast transient expression assays were carried out as previously described, using freshly isolated cells from mature fully expanded leaves (Baena-Gonzalez et al., 2007; Yoo et al., 2007). The *35S::SnRK1.1-HA*, *proDIN6::LUC*, and *proDIN1(SEN1)::LUC* constructs have been described elsewhere (Baena-Gonzalez et al., 2007; Ramon et al., in press). The latter two employ firefly *LUCIFERASE* (*LUC*) fused to the indicated promoters as a reporter. For qRT-PCR analysis, 12 × 10^5^ protoplasts were transfected either with 1.2 mg of *35S::SnRK1.1-HA* or control DNA. For generating the *proMIR161::LUC* and *proMIR775::LUC* reporter constructs the genomic sequences upstream of the predicted fold-back structures of *MIR161* (−3086 bp) and *MIR775* (−1853 bp) were cloned using the primers listed in Table S1 and used to replace the *DIN6* promoter in the *proDIN6::LUC* reporter. For promoter activity assays, 2 × 10^4^ protoplasts were co-transfected with 10 μg reporter construct, 10 μg *35S::SnRK1.1-HA* effector construct/control DNA and 0.5 μg *UBQ10::GUS* as transfection control. After transfection, protoplasts were incubated for 6 h under light, harvested by centrifugation, flash-frozen in dry ice and kept at −20°C for LUC/GUS analyses or used immediately for RNA extraction. Luciferase and glucuronidase activities were measured as previously described (Yoo et al., 2007).

### Functional classification and annotation

Functional classification and annotation of relevant sets of genes was carried out using the Database for Annotation, Visualization and Integrated Discovery (DAVID) v6.7 (Huang Da et al., 2009), accessible online at http://david.abcc.ncifcrf.gov/

### Statistical analyses

All statistical analyses and the associated graphs were performed with the GraphPad Prism software. For analyses of qRT-PCR data, the statistical significance of the indicated changes was assessed employing log_2_ transformed relative expression values (Rieu and Powers, 2009).

## Results

### Global response in WT and *dcl1–9* plants to energy depletion and SnRK1 activation

The SnRK1 protein kinase was shown to be activated in response to energy depletion and conversely to be inactivated by sugar (Baena-Gonzalez et al., 2007). Upon activation, SnRK1 triggers extensive transcriptional changes. To test whether a lower energy status and a concomitant SnRK1 activation could trigger differential gene expression through miRNA action, we first established a starvation experiment in WT and *dcl1–9* mutant plants. To this end, we kept mature detached leaves of WT and *dcl1–9* in the dark for 6 h and performed microarray analyses employing the *Arabidopsis* 1.1 ST array strip (Table S2). 

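The probe set for DCL1 (At1g01040), the RNase III enzyme that processes miRNA precursors, read higher in *dcl1–9* leaves than in WT leaves. In light its intensity was 20.0 ± 2.48 (SD, n = 3 arrays; 17.1 to 21.4) in the WT and 42.2 ± 5.91 (SD, n = 3; 36.5 to 48.3) in *dcl1–9*, and in darkness 23.7 ± 2.70 (SD, n = 3; 21.3 to 26.6) in the WT and 61.1 ± 8.45 (SD, n = 3; 51.5 to 67.4) in *dcl1–9*. The light difference is a log2 fold-change of 1.22 relative to the median of all probe sets, which itself stood at -0.14. Its SE of 0.18 and adjusted p of 0.0039 are from limma for the unshifted difference against 0. The same holds for other genes given relative to all genes. DCL1 mRNA is itself a target of miR162, and the place of its probes relative to the T-DNA insertion was not used here, so the DCL1 value does not check the genotype labels. Of the MIR genes, 36 were higher and 2 lower in *dcl1–9* than in the WT in light (40 and 6 when adjusted over the list alone). As a list they lay above other genes (adjusted p = 3.1e-05 from camera, adjusted p = 0.11 with an estimated correlation). RNA from 12 leaf samples was hybridized to Arabidopsis Gene 1.1 ST arrays, 3 biological replicates each of WT and *dcl1–9* leaves floated on water for 6 h in light or in darkness. By the paper the plants were 5 weeks old, and by the sample labels 4 to 5 weeks. The authors' deposited values are linear intensities of 27827 probe sets, 1 per gene. They were made with dChip from the perfect-match probes alone, after invariant-set normalization of each array to a baseline array of median intensity, with the gene-level probe grouping of Brainarray version 15. The median intensity of an array was 30.8 to 34.0 in WT light, 31.9 to 34.5 in WT dark, 30.0 to 33.0 in *dcl1–9* light and 30.3 to 33.3 in *dcl1–9* dark. Low signals are common, since 9686 probe sets (34.8%) had a mean intensity under 20, and their fold-changes are the least certain. The median coefficient of variation between replicates was 17.1% in WT light, 16.4% in WT dark, 15.5% in *dcl1–9* light and 14.7% in *dcl1–9* dark, and the number of arrays limits the precision. From these intensities log2 values were taken, with values under 1 set to 1, and limma was fitted to the 4 groups over all 12 arrays, with p-values adjusted by the Benjamini-Hochberg method over all probe sets. Gene lists for leaf metabolism, signaling, small RNA pathways and cell types were written before the deposited files were opened, but after parts of the paper's tables from these arrays had been seen, and each was set against all other genes with camera at a preset correlation. The 90% bounds of the fold-change are those of the authors' deposited table. Recomputed from its means and standard errors, 99.96% of them in the WT and 99.99% in *dcl1–9* came within 2%. The background correction and the place of an array on its strip cannot be redone from these values.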

Expression values were normalized, modeled and analyzed using dChip software. Genes were considered to be differentially expressed if the 90% lower confidence bound of the fold-change between experiment and baseline was above 1.2. 

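After 6 h of darkness, SEN5, HFR1 and BXL1 were among the genes with the strongest rises in WT leaves. SEN5 (At3g15450), a dark- and senescence-associated gene, rose from 17.7 ± 5.56 to 1705 ± 192 (SD, n = 3), a log2 fold-change of 6.63 (SE 0.22, adjusted p = 3.0e-10 from limma). BXL1 (At5g49360), a beta-xylosidase of the cell wall, rose from 47.2 ± 11.8 to 2029 ± 58.2 (log2 5.45, SE 0.25, adjusted p = 3.9e-09), and the light-signaling bHLH factor HFR1 (At1g02340) from 12.8 ± 1.65 to 869 ± 60.9 (log2 6.09, adjusted p = 4.0e-09). Among the strongest falls were GPT2 (At1g61800), a plastid glucose 6-phosphate translocator, from 1207 ± 639.7 to 32.0 ± 5.98 (log2 -5.09, SE 0.44, adjusted p = 9.8e-07), and the chlorophyllase ATCLH1 (At1g19670), from 651 ± 151 to 22.8 ± 2.03 (log2 -4.81, SE 0.22, adjusted p = 3.8e-09). In *dcl1–9* leaves the jasmonate-inducible storage protein VSP1 (At5g24780) dropped from 874 ± 359 to 21.8 ± 10.6 (log2 -5.36, SE 0.47, adjusted p = 1.3e-06) and the xyloglucan endotransglucosylase XTR7 (At4g14130) rose from 24.9 ± 6.41 to 962 ± 402 (log2 5.20, SE 0.29, adjusted p = 2.8e-08). By the lower bounds in the authors' deposited table, 6625 genes passed 1.2-fold in the WT (3121 up, 3504 down) and 6432 in *dcl1–9* (2920 up, 3512 down), which match the totals printed in Figure 1B. With limma, 7612 genes changed in the WT (3575 higher, 4037 lower in darkness), of which 1601 rose and 1979 fell more than 2-fold, and 6598 changed in *dcl1–9* (2998 higher, 3600 lower). Of the genes past limma in the WT, 6473 also passed the study's criterion there. With a lower bound above 1.5 in place of 1.2, the study's criterion kept 3641 genes in the WT and 3310 in *dcl1–9*.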

The lower confidence bound is a conservative estimate of the fold-change and therefore more reliable as a ranking statistic for changes in gene expression (Li and Hung Wong, 2001; Li and Wong, 2001). We selected a 1.2 cut-off for two main reasons: (1) comparative microarray-based studies between WT and weak miRNA biogenesis mutants like *dcl1–9* have reported rather mild changes in the steady-state levels of numerous established miRNA targets (Ronemus et al., 2006; Laubinger et al., 2010), (2) transient gene expression changes attributed to miRNA action in response to external stimuli are often within the 20–40% range (Navarro et al., 2006; Moldovan et al., 2010).

Principal component analysis (PCA) of the microarray experiment revealed that the main variable generating differences across the datasets is the dark treatment (30.2% of the variation), and that the differences induced in the *dcl1–9* background are less pronounced than in the WT (Figure 1A). 

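The arrays from dark-treated leaves lay far from those of illuminated leaves along the first component in both genotypes. PC1 held 52.3% of the variance of the log2 intensities (33.0% with genes scaled to unit variance), and its mean score was -53.5 ± 5.89 (SD, n = 3) in WT light, 73.1 ± 9.64 in WT dark, -69.1 ± 14.3 in *dcl1–9* light and 49.5 ± 8.35 in *dcl1–9* dark. PC2, with 18.7% of the variance, set the genotypes apart, at 44.5 ± 17.2 in WT light and 25.2 ± 10.6 in WT dark against -30.9 ± 12.5 in *dcl1–9* light and -38.8 ± 14.5 in *dcl1–9* dark. PC3, with 6.53%, parted the arrays of replicate 2, at -43.8 to -17.3, from those of replicate 3, at 10.0 to 36.4, while those of replicate 1 spanned 0 and overlapped replicate 3, at -14.8 to 15.8. From light to darkness the mean PC1 score moved by 127 in the WT and by 119 in *dcl1–9*, a shift smaller by 8.04 in *dcl1–9* (exact permutation test, two-sided, p = 0.65 over 400 regroupings that take no account of the replicate numbers). The PC1 scores also lay lower in *dcl1–9* in light and in darkness. Regroupings that mix or exchange the genotypes carry this difference into the shift, so the test cannot decide whether the shifts differ. Taken by replicate number, the shift was smaller in *dcl1–9* for 3 of 3 numbers, by 2.75, 9.74 and 11.6. Gene by gene, the dark responses of the genotypes correlated with r = 0.863 across genes, which are not independent replicates. Among the 5374 genes called by limma in both genotypes, 63.0% had the smaller response in *dcl1–9*, and the median absolute log2 fold-change was 1.11 in the WT and 1.01 in *dcl1–9*. One such gene is BGAL4 (At5g56870), a sugar-repressed beta-galactosidase, which went from 8.84 ± 3.096 to 675 ± 25.0 in the WT and from 12.3 ± 3.77 to 201 ± 98.9 in *dcl1–9*, log2 fold-changes of 6.31 and 3.97 (adjusted p = 0.089 for the difference of the responses, from limma). Another is TBL26 (At4g01080), of the trichome birefringence-like family of wall polysaccharide acetyltransferases, which fell by 6.42 on the log2 scale in the WT and by 5.03 in *dcl1–9* (adjusted p = 0.11 for the difference).

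**Figure D1:**
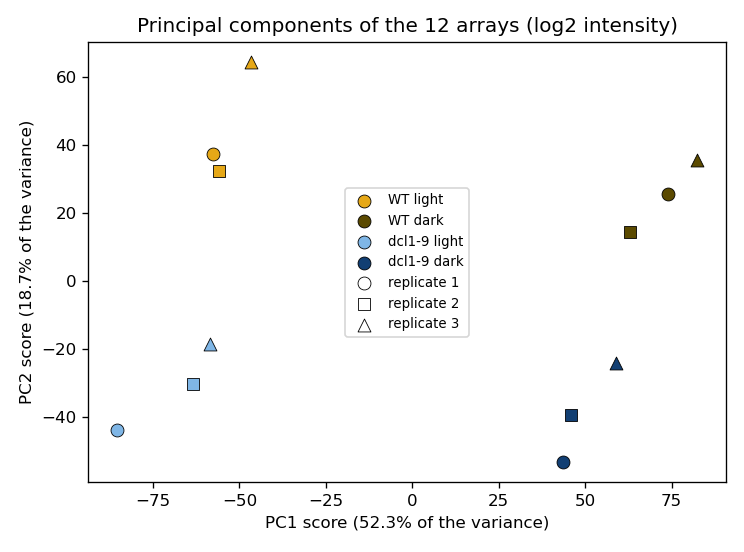
Scores of the 12 arrays on PC1 (x axis, 52.3% of the variance) and PC2 (y axis, 18.7%) from unscaled log2 intensities. Color gives the group and the symbol the replicate number, and each point is 1 array. The 6 light arrays have negative PC1 scores and the 6 dark arrays positive ones, while the WT arrays lie above and the *dcl1–9* arrays below 0 on PC2.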

In order to validate the 6 h-dark exposure as a *bona fide* starvation treatment, we compared the transcriptional changes induced by exposure to sudden darkness in WT and *dcl1–9* plants with a set of “core starvation genes” (core SGs), previously identified as commonly regulated by the SnRK1 protein kinase and various treatments that affect the energy status [Table S4 in Baena-Gonzalez et al. (2007)] (Figure 1B). The dark treatment provoked to a large extent a “starvation response” in the WT, as evidenced by the fact that 466 of the 600 core SGs (78%) were at least 1.2-fold (lower bound of fold-change) similarly regulated in response to darkness. 

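In WT leaves, markers of SnRK1 activity, genes of amino acid catabolism and autophagy, and class II trehalose-phosphate synthase genes rose in darkness. Genes of starch breakdown, carbon fixation, pigment synthesis and protein folding fell. Of 15 dark-inducible and SnRK1 marker genes, 11 rose and 1 fell (the same when adjusted over the list alone), with a median log2 fold-change of 3.24 (adjusted p = 7.4e-09 from camera, adjusted p = 0.096 with an estimated correlation). Amino acid catabolism followed with 18 of 24 genes higher and 1 lower (19 and 1 when adjusted over the list alone, adjusted p = 9.0e-13, adjusted p = 0.026 with an estimated correlation). Its branched-chain steps include BCAT2 (At1g10070), from 35.8 ± 25.1 to 756 ± 238 (SD, n = 3; log2 4.57, SE 0.44, adjusted p = 2.4e-06 from limma), and MCCA (At1g03090), from 44.9 ± 6.71 to 796 ± 88.6 (log2 4.15, SE 0.21, adjusted p = 9.7e-09). Autophagy genes were higher in 25 of 33 cases with none lower (28 over the list alone, adjusted p = 1.1e-10, adjusted p = 0.15 with an estimated correlation), among them the ubiquitin-like ATG8F (At4g16520; log2 1.80). Among 7 class II trehalose-phosphate synthase genes, 6 rose and 1 fell (adjusted p = 6.0e-06, adjusted p = 0.026 with an estimated correlation), with TPS9 (At1g23870) going from 7.39 ± 2.69 to 204 ± 41.9. Starch breakdown had 16 of 19 genes lower and 2 higher (adjusted p = 1.1e-10, adjusted p = 0.10 with an estimated correlation), and the cytosolic glucan phosphorylase PHS2 (At3g46970) fell from 1112 ± 253 to 55.7 ± 18.16 (log2 -4.34, SE 0.25, adjusted p = 3.0e-08). In the Calvin cycle 15 of 20 genes were lower and none higher (adjusted p = 3.9e-08, adjusted p = 0.17 with an estimated correlation), as was the case for 10 of 14 genes of chlorophyll synthesis with 1 higher (adjusted p = 3.4e-05, adjusted p = 0.26 with an estimated correlation), including the light-dependent protochlorophyllide oxidoreductase PORC (At1g03630; log2 -3.95). Chaperones of the endoplasmic reticulum were lower for 13 of 15 genes (adjusted p = 8.3e-08, adjusted p = 0.15 with an estimated correlation), ribosome biogenesis factors for 12 of 15 (14 over the list alone, adjusted p = 2.4e-07, adjusted p = 0.19 with an estimated correlation) and flavonoid genes for 10 of 14 (11 over the list alone, adjusted p = 2.8e-05, adjusted p = 0.26 with an estimated correlation), and none in these 3 lists was higher. Chlorophyll breakdown and senescence genes stood higher in 8 of 15 cases and lower in 1 (9 and 1 over the list alone, adjusted p = 0.0059, adjusted p = 0.25 with an estimated correlation), with the NAC factor NAP (At1g69490) rising by a log2 fold-change of 3.63. Light-harvesting genes were lower in 8 of 19 cases and higher in 1, also at an adjusted p of 0.0059 from camera (adjusted p = 0.59 with an estimated correlation), a call that was lost without WT light replicate 3 (adjusted p = 0.11). The list of core SGs from the earlier study was not used here.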

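Darkness moved most of these groups in the same direction in *dcl1–9* leaves. There, 9 of the 15 SnRK1 markers rose and 1 fell (10 and 1 when adjusted over the list alone, median log2 fold-change 2.37, adjusted p = 1.0e-07 from camera, adjusted p = 0.12 with an estimated correlation). Amino acid catabolism counted 15 genes higher and 1 lower (16 and 1 over the list alone, adjusted p = 2.5e-08, adjusted p = 0.089 with an estimated correlation), with MCCA going from 80.1 ± 23.7 to 601 ± 107 (SD, n = 3; log2 2.94, SE 0.21, adjusted p = 2.4e-07 from limma) and BCAT2 from 21.6 ± 7.93 to 211 ± 122.7 (log2 3.20, SE 0.44, adjusted p = 8.3e-05). Of the autophagy genes 21 rose (24 over the list alone, adjusted p = 2.4e-09, adjusted p = 0.21 with an estimated correlation), and TPS9 went from 6.81 ± 2.19 to 159.6 ± 18.3 (log2 4.60, adjusted p = 5.6e-08). In starch breakdown PHS2 fell from 1693 ± 343 to 163 ± 38.0 (log2 -3.38, adjusted p = 3.2e-07) together with 15 other genes of its list (adjusted p = 1.5e-10, adjusted p = 0.12 with an estimated correlation). The Calvin cycle had 12 genes lower (13 lower and 1 higher over the list alone, adjusted p = 1.6e-07, adjusted p = 0.21 with an estimated correlation), endoplasmic reticulum folding 10 (11 over the list alone, adjusted p = 4.8e-06, adjusted p = 0.21 with an estimated correlation), ribosome biogenesis 11 (12 over the list alone, adjusted p = 1.0e-07, adjusted p = 0.21 with an estimated correlation) and flavonoid synthesis 11 (13 over the list alone, adjusted p = 1.1e-06, adjusted p = 0.23 with an estimated correlation). Chlorophyll synthesis was lower in 6 cases and higher in 1 (8 and 1 over the list alone, adjusted p = 4.8e-04, adjusted p = 0.35 with an estimated correlation). Class II trehalose-phosphate synthase genes rose in 6 cases and fell in 1 (adjusted p = 1.9e-06, adjusted p = 0.031 with an estimated correlation). Chlorophyll breakdown and senescence genes were higher in 6 cases and lower in 2 (7 and 2 over the list alone, adjusted p = 0.039, adjusted p = 0.35 with an estimated correlation), a call lost without *dcl1–9* dark replicate 2 (adjusted p = 0.089). Light-harvesting genes were the exception, with 5 lower, 1 higher and an adjusted p of 0.14 from camera (0.015 without *dcl1–9* light replicate 1). The difference of their responses between the genotypes did not pass at 5% (adjusted p = 0.0503), but it did without WT light replicate 1 (0.048), WT light replicate 2 (6.8e-04), WT dark replicate 3 (0.0061), *dcl1–9* light replicate 2 (0.0036), *dcl1–9* light replicate 3 (0.030) or *dcl1–9* dark replicate 1 (0.028), so this stays open. By the study's criterion 2146 genes rose and 2621 fell in both genotypes, where 327 and 442 would be shared by independent lists of these sizes, and 2 genes went opposite ways. The genotypes share no array in these comparisons.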

The dark treatment also induced a “starvation response” in the *dcl1–9* mutant, although the number of core SGs similarly regulated by darkness was lower than in the WT (415 genes, 69%). This comparison also shows that within the 466 core SGs similarly regulated by darkness in the WT, 73 (16%) were not responsive in *dcl1–9*. 

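A test of the difference between the dark responses singled out few genes. At2g25770, of the polyketide cyclase and lipid transport superfamily, went from 21.0 ± 3.21 to 211 ± 43.8 (SD, n = 3) in WT leaves but from 16.5 ± 1.01 to 21.6 ± 1.57 in *dcl1–9*, a log2 difference of -2.92 (SE 0.27, adjusted p = 4.0e-04 from limma). At1g21440, of the phosphoenolpyruvate carboxylase family, dropped from 357 ± 29.4 to 48.3 ± 1.56 in the WT and from 172 ± 13.9 to 70.1 ± 8.98 in *dcl1–9*, a weaker fall by 1.58 on the log2 scale (SE 0.20, adjusted p = 0.0058). By gene group, amino acid catabolism showed a median log2 difference of -0.75 (adjusted p = 1.3e-12 from camera, adjusted p = 0.071 with an estimated correlation), with 11 genes lower in *dcl1–9* when adjusted over the list alone and, at an unadjusted p under 0.05, 13 (none over all genes). The SnRK1 markers had a median of -0.62 (adjusted p = 5.5e-05, adjusted p = 0.37 with an estimated correlation), with 2 genes lower over the list alone. Over all genes 29 differed in their response, 4 toward higher and 25 toward lower values in *dcl1–9* (1595 at an unadjusted p under 0.05). Lower values do not mean a weaker response. In size the response was smaller in *dcl1–9* for 14 of the 29 and larger for 15, all 15 with higher light levels in *dcl1–9* than in the WT, such as BGLU28 (At2g44460), with log2 fold-changes of -0.20 in the WT and -5.13 in *dcl1–9*. The count was 14 without WT light replicate 1 (5 smaller and 9 larger in *dcl1–9*), 39 without WT light replicate 2 (22 and 17), 11 without WT dark replicate 1 (6 and 5), 39 without WT dark replicate 2 (25 and 14), 38 without *dcl1–9* light replicate 1 (25 and 13), 24 without *dcl1–9* light replicate 2 (8 and 16), 11 without *dcl1–9* light replicate 3 (4 and 7), 8 without *dcl1–9* dark replicate 1 (3 and 5) and 18 without *dcl1–9* dark replicate 2 (8 and 10). Of the genes that passed the study's criterion in the WT and not in *dcl1–9*, 6 had a difference past limma.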

Altogether, these differences are in agreement with the PCA analysis, and suggest that compromised DCL1 function results in a partial deficiency in the starvation response and that miRNAs may be involved in the regulation of starvation genes.

**Figure 1:**
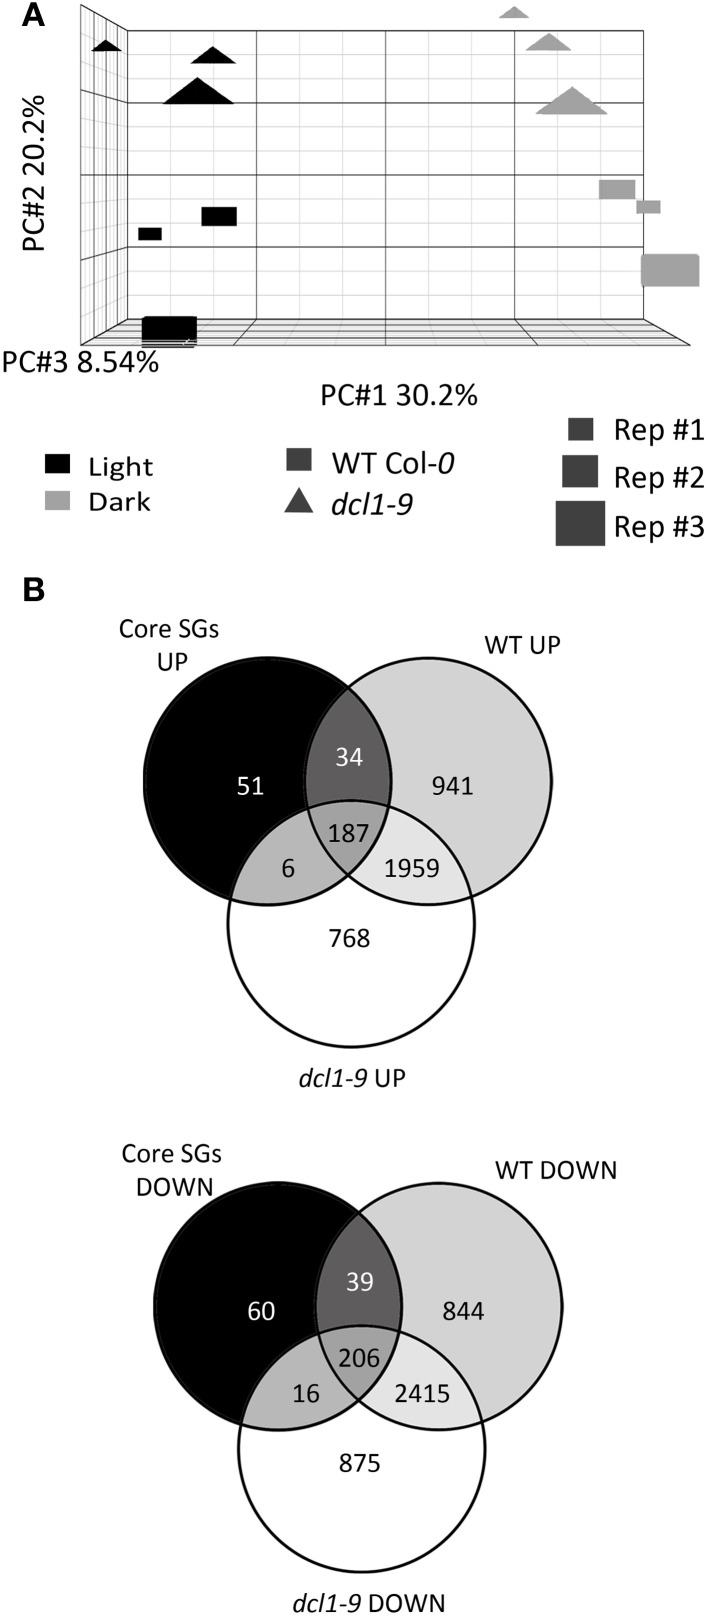
**The *dcl1–9* mutant is partially compromised in the overall transcriptional reprogramming induced by starvation. (A)** The dark-triggered transcriptional response encompasses more differences in WT than in *dcl1–9* plants. Principal component analysis of normalized microarray data was performed using PARTEK®. The *X* axis represents the distance between control and dark-treated samples, the *Y* axis represents the distance between WT and *dcl1–9* plants and the *Z* axis represents the distance between the 3 independent biological replicates. **(B)** Dark treatment triggers a “starvation response” in WT and *dcl1–9*, which is partially deficient in *dcl1–9*. Venn diagrams illustrate the intersection between genes activated (UP) or repressed (DOWN) similarly by SnRK1 activation and various starvation conditions [core starvation genes, core SGs, Table S4 in Baena-Gonzalez et al. (2007)], and genes significantly activated or repressed by darkness in WT and *dcl1–9* leaves.

### Energy depletion and SnRK1 activation reduce the levels of specific *MIR* transcripts

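MIR genes as a class gave low signals on these arrays. The 171 probe sets annotated as MIR genes had a median mean intensity of 11.8, against 34.6 for all probe sets, and 116 of them (67.8%) lay under 20. In WT leaves 14 MIR genes rose and 11 fell in darkness by limma (9 and 9 when adjusted over the list alone), and as a class they did not move apart from other genes (adjusted p = 0.75 from camera). In *dcl1–9* leaves 13 rose and 14 fell (12 and 14 over the list alone). The response itself differed between the genotypes for 0 MIR genes in limma over all genes (4 higher and 11 lower in *dcl1–9* at an unadjusted p under 0.05), and for 1 it was lower over the list alone (adjusted p = 0.52 for the class from camera).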

The *Arabidopsis* 1.1 ST array strip contains probes for 170 *MIR* genes and therefore, we examined their expression as a first step to investigate the possible contribution of miRNAs to the starvation response. Indeed, in addition to changes in the core SGs, exposure to darkness triggered significant changes in several *MIR* transcripts, causing a reduction e.g., in *MIR398C*, *MIR414*, and *MIR775A* or an accumulation, as in the case of *MIR172A*, *MIR419*, and *MIR404* (Table S3).

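Among the MIR transcripts that fell in WT leaves, MIR398C (At5g14565), a precursor of the copper-responsive miR398, went from 178 ± 62.8 to 24.7 ± 7.82 (SD, n = 3), a log2 fold-change of -2.82 (SE 0.29, adjusted p = 4.1e-06 from limma). MIR414 (At1g67195) fell from 103 ± 5.97 to 30.6 ± 12.0 (log2 -1.82, SE 0.23, adjusted p = 2.6e-05). MIR157C (At3g18217), of the miR156/157 family that targets SPL genes, fell from 20.0 ± 3.12 to 6.89 ± 2.03 (log2 -1.58, adjusted p = 9.3e-05). The largest rise was that of MIR172A (At2g28056), whose miRNA targets AP2-type factors, from 54.4 ± 17.63 to 459.9 ± 49.3 (log2 3.13, SE 0.21, adjusted p = 9.7e-08). MIR419 (At4g32445) rose from 18.4 ± 0.488 to 42.9 ± 2.95 (log2 1.22, SE 0.22, adjusted p = 6.5e-04) and MIR404 (At1g31358) from 101 ± 28.5 to 247 ± 57.99 (log2 1.31, SE 0.27, adjusted p = 0.0021). All 18 genes of Table S3 passed limma in the WT. The study drew that list from these same arrays, so this is not independent evidence of its direction.

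**Figure D2:**
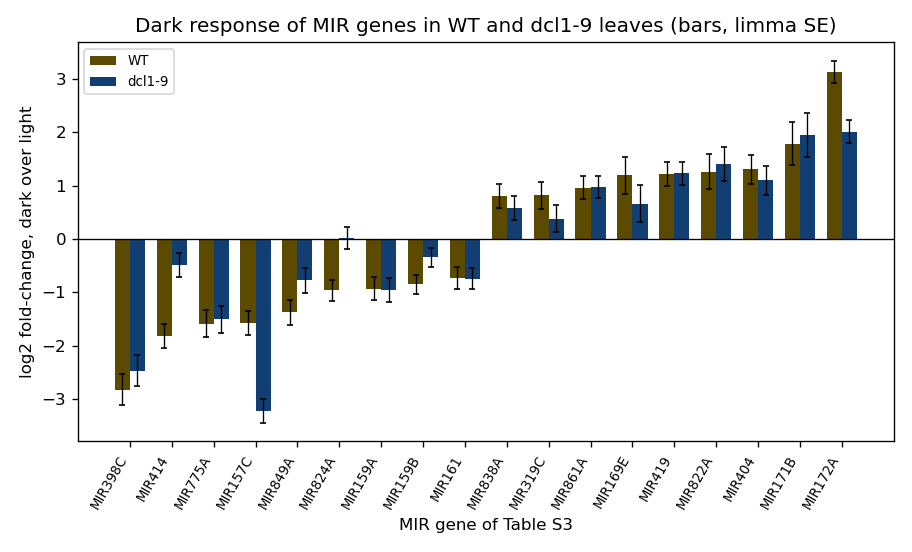
Log2 fold-change of dark over light (y axis) for the 18 MIR genes of Table S3 (x axis), ordered by the WT value, in WT and *dcl1–9* leaves. Bars are limma estimates from 3 arrays per group and error bars their standard errors. In the WT 9 genes lie below 0 and 9 above it, from MIR398C to MIR172A.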

Since the ATH1 chips previously employed in the starvation and SnRK1 transcriptional profiling (Baena-Gonzalez et al., 2007) did not contain probes for the *MIR* genes, and in order to distinguish between an effect caused directly by darkness or indirectly by energy deficit, we tested by quantitative real-time RT-PCR (qRT-PCR) whether the addition of sugar (50 mM glucose) was able to alleviate the effect of the dark stress (Figure 2A). For most of the dark-repressed *MIR* transcripts, namely *MIR157C*, *MIR159A, MIR159B*, *MIR161*, *MIR775A*, *MIR824A*, and *MIR849A*, the presence of sugar could indeed alleviate the dark repression to different extents, suggesting that their expression is partly controlled by the energy status. *MIR398C* was strongly reduced in darkness but this reduction was not significantly affected by glucose (Figure A1). *MIR414* expression was not further explored due to the uncertainties regarding it being a true miRNA (Xie et al., 2005; Rajagopalan et al., 2006). However, for all the induced *MIR* transcripts tested the addition of sugar could not alter the effect of darkness, suggesting that their expression is regulated solely by the absence or presence of light (Figure A2A). 

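MIR169E (At1g53687), a precursor of the miR169 family that targets NF-YA genes, lay near the lower end of the intensity range in every group. It read 2.59 ± 0.326 (SD, n = 3) in WT light and 6.14 ± 2.25 in WT dark, and 4.08 ± 0.399 and 6.91 ± 3.42 in *dcl1–9*. The log2 fold-change in the WT was 1.19 (SE 0.35, adjusted p = 0.018 from limma), a call lost without WT light replicate 2 (adjusted p = 0.057) or WT dark replicate 2 (adjusted p = 0.088). The precursor of miR319 named MIR319C (At2g40805) gave 10.8 (mean of 3 arrays) in *dcl1–9* light and 13.9 ± 2.68 in *dcl1–9* dark, also under 20, where fold-changes are the least certain.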

As already suggested by the low hybridization signals obtained in the array, the transcript levels of *MIR169E* and *MIR319C* were so low that no reliable quantification by qRT-PCR could be obtained (not shown).

**Figure 2:**
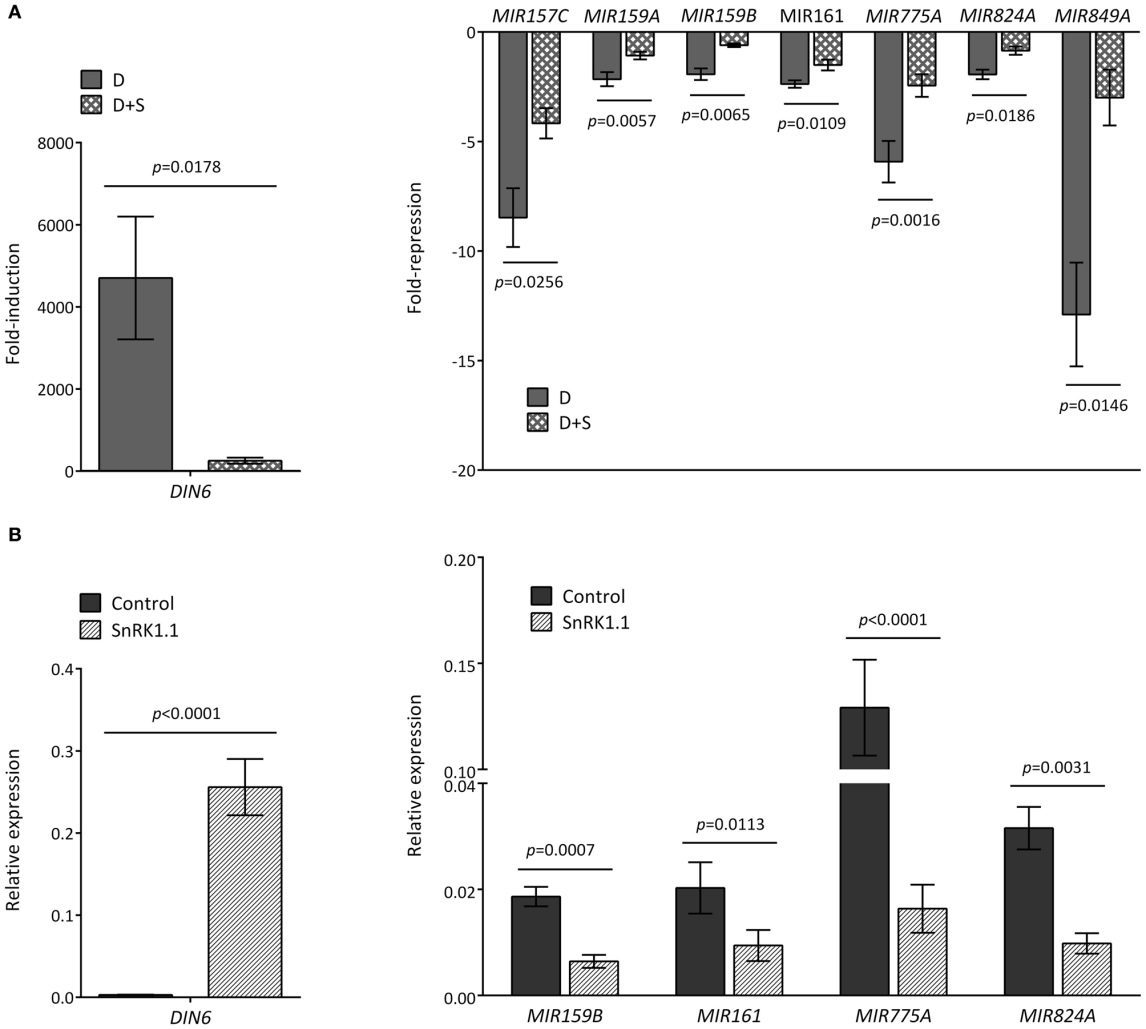
**Reduced accumulation of *MIR* transcripts in response to darkness and SnRK1 activation relies partly on the energy status. (A)** The energy status contributes to the decline of *MIR* transcripts in dark-treated leaves. Values represent fold-repression of *MIR* transcripts in the dark (D) and dark+sugar (D+S) relative to the light control. **(B)** SnRK1.1 activation in mesophyll protoplasts causes a reduction in *MIR* transcript levels. Values represent relative transcript levels upon transient overexpression of SnRK1.1 or control DNA. The induction of the SnRK1 marker gene *DIN6* serves as control of SnRK1 activation by darkness **(A)** and SnRK1.1 overexpression **(B)**. Relative mRNA levels were assessed by qRT-PCR, error bars represent the standard error of the mean (SEM) from at least three independent experiments. *p*-values, paired *t*-test.

To test whether SnRK1 could cause a reduction in *MIR* transcript levels similarly to dark-induced energy depletion, we induced SnRK1 signaling by transiently overexpressing SnRK1.1 in *Arabidopsis* protoplasts, and measured *MIR* transcript changes by qRT-PCR. Indeed, SnRK1 activation resulted in a clear decrease in *MIR159B, MIR161, MIR775A*, and *MIR824A* (Figure 2B). For *MIR159A*, the results were inconclusive, whereas for *MIR849A* and *MIR157C* the low transcript levels in isolated protoplasts precluded amplification.

SnRK1 activation had no clear effect on *MIR172A* (Figure A2B) or any of the other *MIR* transcripts induced upon exposure to darkness, further supporting that the described induction of *MIR* genes relies on an energy- and SnRK1-independent signaling pathway, whereas the repression of specific *MIR* genes (Figure 2) is partly dependent on the energy status.

### Several mechanisms underlie the dark-induced changes in *MIR* transcripts

A reduction in *MIR* transcripts could be due to several factors, including increased processing, differential transcript stability and/or decreased promoter activity. For several *MIR* transcripts an altered regulation in *dcl1–9* (greater or equal than 15%) in darkness was indeed detected in the microarray (Figure 3A, Table S3), and could be confirmed by qRT-PCR for *MIR824A* (Figure 3B), but not for *MIR159B* (Figure A3).

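MIR824A (At4g24415), the precursor of the miRNA that targets AGL16, fell in darkness in WT leaves, from 95.4 ± 4.32 to 49.8 ± 10.7 (SD, n = 3), while in *dcl1–9* it read 176 ± 39.7 in light and 177 ± 30.2 in darkness. The log2 fold-changes were -0.96 (SE 0.20, adjusted p = 0.0021 from limma) and 0.02 (SE 0.20, adjusted p = 0.96), and their difference was 0.98 (SE 0.29, adjusted p = 0.39). MIR159B (At1g18075), whose miRNA targets MYB33-type factors, fell from 59.4 ± 1.18 to 33.2 ± 5.10 in the WT (log2 -0.85, SE 0.18, adjusted p = 0.0019) and read 176 ± 21.8 and 139 ± 25.1 in *dcl1–9* (log2 -0.34, adjusted p = 0.20), with a difference of 0.51 (adjusted p = 0.89). For MIR172A the rise was smaller in *dcl1–9*, from 224 ± 27.5 to 900.0 ± 59.7 (log2 2.01, adjusted p = 7.3e-06), with a difference of -1.12 (SE 0.30, adjusted p = 0.29). MIR414 read 65.3 ± 6.47 and 46.6 ± 6.82 in *dcl1–9* (log2 -0.49, adjusted p = 0.14, and 0.048 without WT dark replicate 2). Its difference of 1.32 had an adjusted p of 0.20 from limma over all arrays and passed without WT dark replicate 2 (adjusted p = 0.025). MIR157C fell further in *dcl1–9*, from 104.5 ± 8.44 to 11.2 ± 0.734 (log2 -3.22, adjusted p = 1.8e-07), with a difference of -1.65 (adjusted p = 0.087, and 0.013 without WT dark replicate 2). In the authors' deposited table, 8 of the 18 genes of Table S3 had a lower bound at least 15% weaker in *dcl1–9*. With limma, 0 of the 18 had a difference between the responses over all genes, and 4 at an unadjusted p under 0.05.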

**Figure 3:**
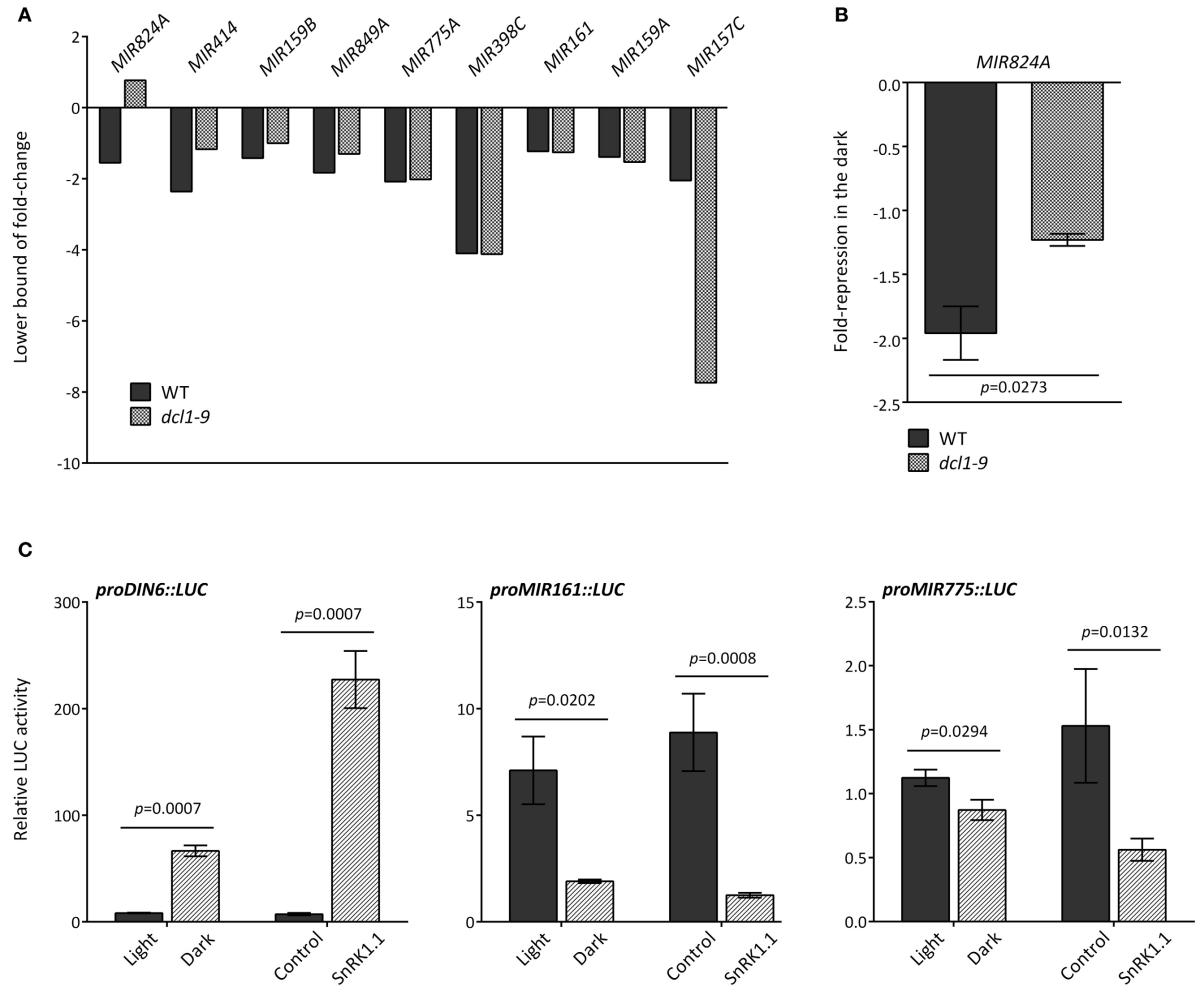
**Different mechanisms underlie the dark-triggered decline of *MIR* transcripts. (A)** Misregulation of specific *MIR* genes in the *dcl1–9* mutant. Fold-reduction of *MIR* transcripts in response to darkness in WT and *dcl1–9* leaves corresponds to the 90% confidence lower bound of fold-change, as calculated with dChip from the microarray hybridization data obtained from detached leaves incubated in the light or in darkness. **(B)** The dark-triggered reduction in *MIR824A* was confirmed by qRT-PCR. Values denote the fold-repression of *MIR824A* in the dark relative to the light in WT and *dcl1–9* leaves. **(C)** The activity of *MIR161* and *MIR775A* putative promoters is reduced by darkness and SnRK1.1 overexpression. LUC activity was measured as readout of promoter activity using the indicated *proMIR::LUC* fusion constructs. Activation of *proDIN6::LUC* is a positive control for activation of the SnRK1 pathway. LUC activities were normalized to GUS activities generated by the co-transfected *UBQ10::GUS* construct that served as an internal transfection control. Error bars represent the standard error of the mean (SEM) from at least three independent experiments. *p*-values, unpaired *t*-test **(B)** or ratio *t*-test **(C)**.

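For the transcripts of Figure 3A, the authors' deposited table gives the lower bound of the fold-change, written as a negative number where the transcript was reduced. In that authors' deposited table the bound for MIR824A was -1.55 in the WT and 0.77 in *dcl1–9*, that for MIR159B -1.42 and -1, and that for MIR849A (At3g44444) -1.83 and -1.3. From intensities, MIR849A fell in the WT from 21.7 ± 2.197 to 8.56 ± 2.37 (SD, n = 3; log2 -1.38, SE 0.24, adjusted p = 4.4e-04 from limma). MIR159A (At1g73687), the other main precursor of miR159, fell from 51.9 ± 6.52 to 27.8 ± 7.81 in the WT (log2 -0.93, adjusted p = 0.0048) and from 112 ± 18.6 to 57.8 ± 9.49 in *dcl1–9* (log2 -0.95, adjusted p = 0.0047).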

To investigate DCL1-independent differences in *MIR* levels we examined the promoter activity associated with *MIR* transcripts that were similarly reduced by darkness in WT and *dcl1–9* plants. To this end, we cloned the genomic sequences upstream of the predicted fold-back structures of *MIR161* (–3086 bp) and *MIR775* (–1853 bp) and fused it to the *LUC* coding region to generate *MIR promoter*::*LUC* reporters. 

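MIR775A (At1g78206) fell in darkness in both genotypes, from 62.1 ± 8.13 to 21.3 ± 7.16 (SD, n = 3) in WT leaves and from 39.7 ± 9.90 to 13.9 ± 2.82 in *dcl1–9*. The log2 fold-changes of -1.59 (SE 0.26, adjusted p = 2.5e-04 from limma) and -1.50 (SE 0.26, adjusted p = 5.0e-04) differed by 0.09 (SE 0.36). MIR161 (At1g48267), whose miRNAs target pentatricopeptide repeat genes, went from 18.5 ± 1.89 to 11.1 ± 0.743 in the WT and from 69.8 ± 18.7 to 40.8 ± 3.28 in *dcl1–9*, where its level was also higher in light (log2 2.02 relative to all genes, adjusted p = 1.4e-04). Its log2 fold-changes were -0.73 (SE 0.20, adjusted p = 0.013) and -0.74 (SE 0.20, adjusted p = 0.014), with a difference of -0.01 (SE 0.29). The call in *dcl1–9* was lost without *dcl1–9* light replicate 1 (adjusted p = 0.076) or *dcl1–9* light replicate 3 (adjusted p = 0.051).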

In transfected mesophyll protoplasts, the SnRK1 reporter *proDIN6::LUC* is activated by darkness and SnRK1.1 overexpression, and serves as a positive control for SnRK1 activation (Figure 3C; Baena-Gonzalez et al., 2007). SnRK1 activation through dark treatment or through SnRK1.1 overexpression resulted in significant repression of both *MIR161* and *MIR775* promoters (Figure 3C), suggesting the regulation of promoter activity by energy deficiency. A preliminary search for *cis*-elements in the promoters of these *MIR* genes using the web-based Plant Promoter Analysis Navigator (PlantPAN) tool (Chang et al., 2008), revealed a high density of two known variants of the homeobox domain leucine zipper class I (HDZipI) promoter motif, ATHB-5 and ATHB1 in the more proximal part of the *MIR161* promoter (1500 bp) (Figure A4A), and to a lesser extent in the *MIR775* promoter (Figure A4B). This is consistent with a report on the enrichment of these motifs in the upstream genomic regions of hypoxia-responsive miRNAs (Moldovan et al., 2010).

### Identification of starvation genes potentially regulated by miRNAs

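Starvation genes (SGs) are defined by the direction they share between darkness in WT leaves and SnRK1 activation in protoplasts. Table S4 lists 1666 of them, 703 induced and 963 repressed, and 1649 changed in WT leaves by limma. The median log2 fold-change in the WT was 1.35 for the induced SGs and -1.03 for the repressed SGs. As these genes were selected on the same arrays, their direction in the WT is not independent evidence.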

To investigate in more detail the possible involvement of miRNAs in the starvation-triggered changes in gene expression, we first generated a list of genes similarly regulated by darkness in the WT (Table S2) and SnRK1 activation (1.5-fold-change; Baena-Gonzalez et al., 2007), which we called “starvation genes” (SGs, Table S4). In Figure 4A a pipeline of the microarray analyses is depicted. The cut-off used in previous studies (2-fold; Baena-Gonzalez et al., 2007) was lowered because of the mild impact expected by transient miRNA regulation, as described in the previous section. We then searched for SGs with partially compromised dark regulation in the *dcl1–9* mutant, using a misregulation cut-off of 15%. Deficient miRNA processing and reduced mature miRNA levels in *dcl1–9* should result in deficient regulation of miRNA targets in this background. Again, the cut-off was selected based on the partial deficiency reported for the *dcl1–9* mutant in response e.g., to *flg22* peptide treatment or abiotic stress treatments (Navarro et al., 2006; Laubinger et al., 2010) (Figure 1). Furthermore, *dcl1–9* is not a null, but a hypomorphic mutant, and hence miRNA accumulation in this background is not fully abolished (Vazquez et al., 2008). Of the 1666 SGs (Table S4), 831 genes had a compromised response in the *dcl1–9* mutant (Table S5), suggesting that their response to starvation could be mediated by miRNAs. 

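The median responses of the SGs to darkness kept their direction in *dcl1–9* leaves, and few single SGs passed a test for a weaker response there. In *dcl1–9* the median log2 fold-change was 1.05 for the induced SGs and -0.82 for the repressed SGs, and 1356 of the SGs (81.4%) had the smaller estimate there, by sign alone and among genes selected by their WT response. In the authors' deposited table, 831 SGs (49.9%) had a lower bound at least 15% weaker in *dcl1–9*, a measure that also falls as the spread grows. They were 411 of the induced (58.5%) and 420 of the repressed (43.6%), and are the 831 genes of Table S5. Within this set the induced genes had a median log2 fold-change of 1.60 in the WT and 1.06 in *dcl1–9*, and the repressed genes -1.08 and -0.67, but they were chosen by this difference on these arrays, so the gap is not independent evidence. With a 30% limit in place of 15%, 332 SGs counted as weaker. Of all SGs 1342 changed in *dcl1–9* by limma, and 373 did not pass the study's criterion there. A difference of the responses against the WT direction, counted here as weaker, passed limma for 6 SGs over all genes (0 to 12 with an array left out) and for 22 when adjusted over the list alone, which the study chose on these samples, and toward a stronger one for 0 SGs in either adjustment. The count takes in reversed responses, such as that of SFP1 (At5g27350), 1 of the 6, with log2 fold-changes of 0.82 in the WT and -1.03 in *dcl1–9*. At an unadjusted p under 0.05 there were 205 weaker and 9 stronger. The 6 became 2 without WT light replicate 1, 1 without WT dark replicate 1, 12 without *dcl1–9* light replicate 1, 0 without *dcl1–9* light replicate 3, 0 without *dcl1–9* dark replicate 1, 3 without *dcl1–9* dark replicate 2 and 4 to 9 without any of the others. The 22 became 10 without WT light replicate 1, 10 without WT dark replicate 1, 9 without WT dark replicate 3, 77 without *dcl1–9* light replicate 1, 10 without *dcl1–9* light replicate 2, 5 without *dcl1–9* light replicate 3, 14 without *dcl1–9* dark replicate 1 and 8 without *dcl1–9* dark replicate 2. Genes selected by their WT response can look weaker in the other genotype by chance. In simulated data with one dark response shared by the genotypes, 26.3% of the SGs (23.9% to 28.4% over 100 draws) were at least 15% weaker in *dcl1–9*, fewer than observed. The smaller log2 fold-change lay in *dcl1–9* for 55.4% of the SGs in these data (51.1% to 57.7%), against 81.6% observed from the deposited means. The simulated noise was drawn for each gene on its own, so both ranges leave out shifts that the genes of an array share. The shared response was the mean of the 2 observed ones, and the genes counted were the study's SGs that a draw called in the WT. The draws thus repeat the selection of the SGs only in part, and 26.3% is not the share that selection alone would give. With the roles exchanged, 33.0% of the 6432 genes called in *dcl1–9* were at least 15% weaker in the WT, against 44.3% of the 6625 genes called in the WT that were weaker in *dcl1–9*. With bounds from the replicates alone these shares were 35.1% and 45.9%, and on that footing the gap was 0.188 percentage points without WT light replicate 1 (44.6% and 44.8%) and 7.28 to 17.1 without any of the other arrays in turn. The paper reasons that a reduced processing of miRNAs in *dcl1–9* should leave miRNA targets insufficiently regulated there. From the SGs with a compromised response in the mutant, it proposes that their regulation under starvation could be mediated by miRNAs.

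**Figure D3:**
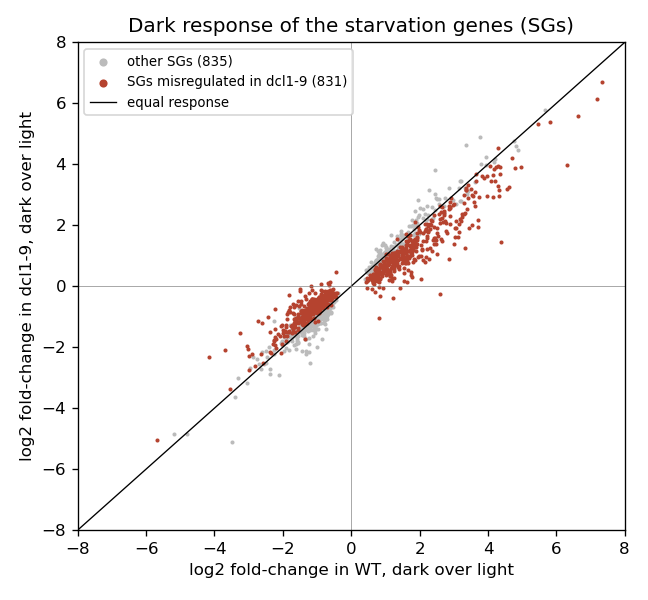
Log2 fold-change of dark over light in WT (x axis) and *dcl1–9* leaves (y axis) for the 1666 SGs, 1 point per gene, from limma. Red points are the 831 SGs misregulated in *dcl1–9*, gray points the other SGs, and the line marks equal responses. Of all SGs, 81.4% have the smaller estimate in *dcl1–9*.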

We call these “SGs misregulated in *dcl1–9*.” To gain a global functional view of these genes we assigned GO terms and performed a functional clustering analysis using DAVID (Huang Da et al., 2009). The functional categories could be resolved into 15 and 18 enriched clusters for the upregulated and downregulated genes, respectively, with enrichment scores equal or higher than 1.3 (Huang Da et al., 2009) (Figures 4B,C, Table S6). The enrichment score for several of the repressed clusters was remarkably high, with cluster 1 and cluster 2 having 67.1 and 20.6, respectively, whereas the enrichment score for the highest ranking cluster of upregulated genes was 4.9. For the repressed SGs misregulated in *dcl1–9*, the main clusters relate to ribosomal proteins and translation, organelle function (mitochondria, ER, and plastid), protein transport and folding, redox signaling, and nucleic acid metabolism, whereas for the induced SGs misregulated in *dcl1–9*, the main clusters relate to amino acid catabolic processes, protein degradation, chromatin remodeling, sugar and fatty acid metabolism, and autophagy. 

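Ribosomal protein genes made up 139 of the repressed SGs, and 81 of them (58.3%) were misregulated in *dcl1–9*, against 339 of the 824 other repressed SGs (41.1%). The odds ratio was 2.00 (95% interval 1.37 to 2.93, p = 2.0e-04, Fisher's exact test, two-sided). That test counts genes as independent, while genes on the same arrays can shift together, so its interval and p do not measure the spread between arrays. For the whole list of ribosomal protein genes, the difference of the responses passed camera at the preset correlation and not with an estimated one. With misregulation taken from the fold-change itself it was 1.57 (p = 0.017, Fisher's exact test), and with the limma difference 0 of the 139 and 4 of the 824 others were misregulated (p = 1.0, and 17 and 68 at an unadjusted p under 0.05). Over all 321 ribosomal protein genes on the array, 192 fell and 8 rose in WT leaves (212 and 10 when adjusted over the list alone, adjusted p = 6.3e-20 from camera, adjusted p = 0.026 with an estimated correlation) and 139 fell and 9 rose in *dcl1–9* (160 and 11 over the list alone, adjusted p = 2.0e-13, adjusted p = 0.089 with an estimated correlation). Their median log2 fold-change was -0.64 in the WT and -0.44 in *dcl1–9*, and 244 had the higher log2 fold-change in *dcl1–9*. In light, 32 of them were already lower in *dcl1–9* and 3 higher by limma. Their median log2 difference there was -0.29, against -0.14 for all probe sets. A smaller fall can come from a lower light level or a higher dark level, and these were not told apart for the list. The gene At2g45710, of the S27 family, dropped from 169.8 ± 10.9 to 73.9 ± 9.55 (SD, n = 3) in the WT (log2 -1.21, SE 0.17, adjusted p = 7.1e-05 from limma) and from 93.7 ± 18.16 to 53.3 ± 4.302 in *dcl1–9* (log2 -0.80, adjusted p = 0.0024). At3g11120, of the L41 family, fell from 71.3 ± 14.3 to 20.6 ± 2.00 in the WT (log2 -1.78, adjusted p = 6.9e-04) and read 36.6 ± 13.9 and 20.9 ± 9.94 in *dcl1–9* (log2 -0.85, adjusted p = 0.074). Of the endoplasmic reticulum chaperones, the calreticulin CRT1B (At1g09210) fell from 449.6 ± 125 to 120.1 ± 17.61 in the WT and from 384 ± 57.1 to 202 ± 13.4 in *dcl1–9*, log2 fold-changes of -1.88 and -0.92 (adjusted p = 0.31 for the difference). IVD (At3g45300), an isovaleryl-CoA dehydrogenase of leucine breakdown, rose from 98.8 ± 19.2 to 811 in the WT and from 178 ± 33.9 to 660.4 ± 34.3 in *dcl1–9* (log2 3.05 and 1.91, adjusted p = 0.12 for the difference).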

Interestingly, a large number of SGs misregulated in *dcl1–9* exhibit altered expression in the *ago1–9* mutant (Ronemus et al., 2006), supporting the hypothesis that they are under miRNA control (Table S5). The effect is clearly more pronounced for the repressed SGs, out of which 12.6% are upregulated more than 1.5-fold in *ago1–9*. For the induced SGs only 4.6% are downregulated more than 1.5-fold in *ago1–9* (Table S5). This differential impact is not due to a differential coverage of these genes in the Arabidopsis 8K chip employed in the Ronemus study, since that platform covers 38 and 43% of the induced and repressed SGs misregulated in *dcl1–9*, respectively. Importantly, the effect of the *ago1–9* mutation is clearly more visible in the 9d- than in the 21d-old seedling samples (Table S5). Given the nature of the affected genes, mostly involved in translation, organelle function and metabolism, one could argue that a deficiency in their regulation may be more apparent in seedlings with higher metabolic activity and growth rates than in mature leaves. Similarly, the age of the plants could also explain why only a few of these genes exhibited a significantly altered expression under control basal conditions in our or Ronemus *dcl1–9* samples (35d-, and 21d-old plants, respectively; Table S5). On the other hand, some of the SGs that were not misregulated in the *dcl1–9* mutant had also altered expression levels in the 9d-old *ago1–9* samples (Table S4), again suggesting an age effect, a weak effect of the *dcl1–9* mutation on the corresponding miRNAs as compared to *ago1–9* (Ronemus et al., 2006), a dependency on DCL4 or simply the involvement of small RNAs other than miRNAs.

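In detached leaves kept in light, most SGs did not pass a test for a difference between the genotypes. By limma 199 of the SGs (11.9%) differed between *dcl1–9* and WT leaves in light, 103 higher and 96 lower in *dcl1–9*, against 9.25% of all genes on the array. Among the SGs misregulated in *dcl1–9* the count was 109 (13.1%). Of these, 44 were induced SGs, 38 of them higher in *dcl1–9* light, and 65 were repressed SGs, 58 of them lower in *dcl1–9* light. By the study's criterion applied to this comparison, 247 SGs (14.8%) and 130 of the misregulated SGs (15.6%) differed, against 12.3% of all genes. The light arrays of both genotypes also enter the dark responses by which the SGs and the misregulated SGs were chosen. A chance shift in the light arrays of either genotype therefore moves both the light difference and that choice. The directions among the misregulated SGs are thus not independent evidence. Of the SGs, 120 differed without WT light replicate 1, 52 without WT light replicate 3, 58 without *dcl1–9* light replicate 2 and 108 without *dcl1–9* light replicate 3. Of the misregulated SGs, the same omissions left 60, 33, 30 and 56.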

**Figure 4:**
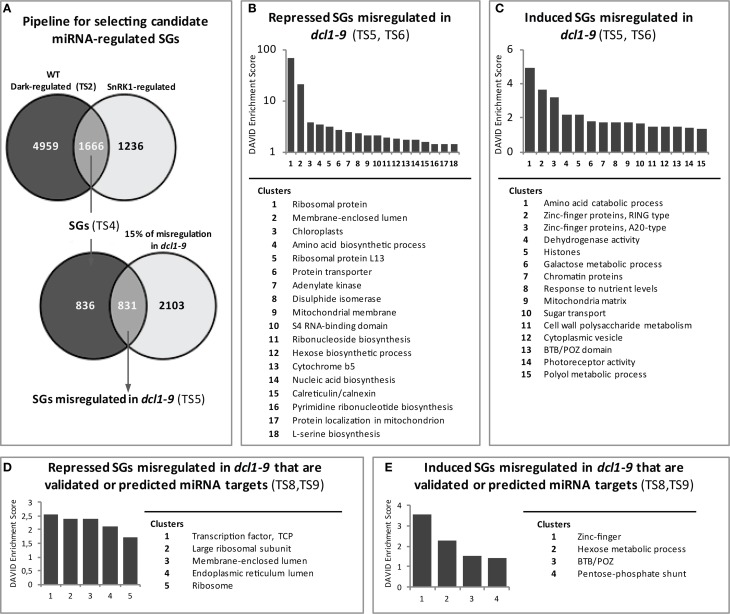
**Identification and functional analysis of potential miRNA-regulated starvation genes. (A)** Pipeline for the identification of starvation genes (SGs) misregulated in the *dcl1–9* mutant. The list of genes with significant differential expression in response to darkness in the WT (“Dark-regulated”) was intersected with that of genes regulated by SnRK1 (Baena-Gonzalez et al., 2007). The response of the overlapping genes (SGs) was examined in the *dcl1–9* mutant and those exhibiting at least 15% misregulation in *dcl1–9* were selected as SGs misregulated in *dcl1–9*. **(B,C)** Functional clustering analysis of SGs misregulated in *dcl1–9* reveals 18 and 15 enriched clusters (enrichment score ≥ 1.3) for the repressed **(B)** and induced **(C)** genes, respectively. **(D,E)** Functional clustering analysis of SGs misregulated in *dcl1–9* that are validated or predicted miRNA targets reveals 5 and 4 enriched clusters (enrichment score ≥ 1.3) for the repressed **(B)** and induced **(C)** genes, respectively. *TS*, Supplementary Table.

Having established the dependency of SG regulation on DCL1, we first asked whether deficient SG regulation in the *dcl1–9* mutant was the consequence of a general deficiency in SnRK1 signaling. 

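DIN6 (At3g47340), an asparagine synthetase gene and a standard marker of SnRK1 activity, rose in darkness from 13.5 ± 5.03 to 1881 ± 257 (SD, n = 3) in WT leaves and from 22.5 ± 11.8 to 1446 ± 383 in *dcl1–9*. The log2 fold-changes were 7.19 (SE 0.37, adjusted p = 1.0e-08 from limma) and 6.14 (SE 0.37, adjusted p = 5.6e-08), and their difference of -1.05 did not pass the test (SE 0.52, adjusted p = 0.91). DIN1 (At4g35770), the senescence-associated gene also known as SEN1, went from 13.3 ± 2.22 to 2139.5 ± 322 in the WT and from 12.7 ± 4.94 to 1311 ± 447 in *dcl1–9*, log2 fold-changes of 7.33 and 6.71 (SE 0.27 for each, adjusted p = 6.9e-10 and 2.6e-09), with a difference of -0.62 (SE 0.39, adjusted p = 0.97). In the authors' deposited table the lower bounds were 92.76 in the WT and 38.53 in *dcl1–9* for DIN6, and 122.21 and 61.85 for DIN1.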

Despite being clearly induced by darkness many of the established SnRK1 target genes (Baena-Gonzalez et al., 2007), like *DIN6* (At3g47340) and *DIN1* (At4g35770), accumulated to lower levels in the *dcl1–9* mutant (Table S5). To test whether the cause for this was a deficient SnRK1 activation in the *dcl1–9* mutant, we measured *LUC* induction from the *proDIN6::LUC* and *proDIN1::LUC* reporters as readout of SnRK1 activity (Baena-Gonzalez et al., 2007; Ramon et al., in press) in transfected mesophyll cells from WT and *dcl1–9* leaves. Reporter genes were induced to a similar extent in WT and *dcl1–9* cells, indicating no major differences in SnRK1 activation between the two genotypes (Figure A5), and suggesting other mechanisms, such as transcript stability, behind differential transcript accumulation.

As a means to discern between direct and secondary miRNA targets, we next asked whether the identified SGs misregulated in *dcl1–9* were validated or predicted miRNA targets. To this end we employed a recently published list (Folkes et al., 2012) of validated and predicted targets compiled from literature and from public databases [ASRP and *Arabidopsis* MPSS and PARE databases (Nakano et al., 2006; Backman et al., 2008; German et al., 2008)]. In addition, we used the *Arabidopsis* miRNA sequences deposited in the miRBase database (Kozomara and Griffiths-Jones, 2011) and predicted further targets employing the psRNAtarget (Dai and Zhao, 2011), TargetFinder (Allen et al., 2005; Fahlgren et al., 2007), and the UEA Plant Target Prediction tools (Moxon et al., 2008). Altogether, the published list of validated and predicted targets combined with the results of the prediction tools using TAIR10 annotation as a reference yielded a total of 4961 transcripts with proved or potential miRNA regulation (Table S7). The intersection of this list with that of SGs misregulated in *dcl1–9* yielded a total of 155 genes (Table S8). 

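Table S8 holds 155 SGs misregulated in *dcl1–9* that are known or predicted miRNA targets, 88 induced and 67 repressed in darkness, 18.7% of the misregulated SGs. In WT leaves 152 of them changed by limma, and in *dcl1–9* leaves 108. The induced targets had a median log2 fold-change of 1.46 in the WT and 0.95 in *dcl1–9*, and the repressed targets -1.17 and -0.79. A weaker response in *dcl1–9* passed limma for 1 target over all genes and for 14 when adjusted over the list alone, a list the study chose by this difference on the same arrays. The 1 became 3 without WT light replicate 2, 2 without *dcl1–9* dark replicate 3, and 0 by limma without WT light replicate 1, WT light replicate 3, WT dark replicate 1, WT dark replicate 3, *dcl1–9* light replicate 2, *dcl1–9* light replicate 3, *dcl1–9* dark replicate 1 or *dcl1–9* dark replicate 2. The 14 became 6 without *dcl1–9* dark replicate 2, 42 without *dcl1–9* light replicate 1 and 5 without *dcl1–9* light replicate 3. A list of well-established miRNA targets, not taken from this study, went both ways in darkness in the WT, 17 of 89 higher and 19 lower (18 and 19 over their list alone, adjusted p = 0.75 from camera), and in *dcl1–9*, 13 higher and 16 lower (15 and 19 over the list alone, adjusted p = 0.97).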

We call these “SGs misregulated in *dcl1–9* that are validated or predicted miRNA targets.”

Functional analyses (Table S8) and clustering (Table S9) of the SGs misregulated in *dcl1–9* with validated or potential miRNA regulation revealed, in addition to the already observed “ribosomal proteins and translation” and “ER and mitochondrial function” clusters, the enrichment of the TCP (Teosinte branched1, Cycloidea, and Proliferating cell nuclear antigen) motif (Table S9, Figures 4D,E), present in TCP2 (At4g18390), TCP4 (At3g15030), and a third TCP-family member (At1g35560) of unknown function. 

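The TCP-family gene At1g35560, named TCP23 in the annotation, fell in darkness from 44.2 ± 12.6 to 11.9 ± 3.09 (SD, n = 3) in WT leaves and from 24.2 ± 1.53 to 11.5 ± 1.97 in *dcl1–9*. The log2 fold-changes were -1.89 (SE 0.25, adjusted p = 4.4e-05 from limma) and -1.08 (SE 0.25, adjusted p = 0.0047), and their difference of 0.81 did not pass the test (SE 0.35, adjusted p = 0.82). The TCP family did not move as a group in the WT, with 3 of 24 genes higher and 5 lower (adjusted p = 0.64 from camera), and its median of 0.14 and mean of -0.12 differ in sign. Of the 5 TCP genes targeted by miR319, 3 fell in the WT and none rose (median log2 fold-change -0.92, adjusted p = 0.0071, adjusted p = 0.18 with an estimated correlation), and 3 fell in *dcl1–9* (adjusted p = 0.056, and 0.042 without *dcl1–9* light replicate 2 or 0.034 without *dcl1–9* light replicate 3). One of them is TCP3 (At1g53230), a repressor of leaf cell proliferation, from 998 ± 153 to 524 ± 15.6 in the WT and from 1045 ± 134 to 584 ± 31.3 in *dcl1–9* (log2 -0.92 and -0.83).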

Due to the limited size of the gene set, many of the genes remain unclustered. This is the case for numerous genes encoding stress-related and signaling components with known or potential connection to the SnRK1 pathway (Table S8). 

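AKINβ1 (At5g21170), a regulatory subunit of the SnRK1 complex, rose in darkness from 74.7 ± 11.9 to 1451 ± 170.1 (SD, n = 3) in WT leaves and from 82.3 ± 43.6 to 1135 ± 136 in *dcl1–9*, log2 fold-changes of 4.29 (SE 0.32, adjusted p = 2.2e-07 from limma) and 3.95 (adjusted p = 6.1e-07). ATG8E (At2g45170), a ubiquitin-like protein of the autophagosome, went from 51.3 ± 18.3 to 774 ± 132 in the WT and from 45.7 ± 34.0 to 463 ± 103 in *dcl1–9*, log2 fold-changes of 3.96 (SE 0.43, adjusted p = 6.9e-06) and 3.63 (adjusted p = 2.1e-05). The osmotic stress kinase gene SnRK2.10 (At1g60940) rose from 217 ± 60.6 to 420.1 ± 77.4 in the WT (log2 0.98, SE 0.24, adjusted p = 0.0068) and read 251 ± 73.0 and 345 ± 65.3 in *dcl1–9* (log2 0.48, adjusted p = 0.18). The responses of the genotypes differed by -0.33 for AKINβ1, -0.33 for ATG8E and -0.49 for SnRK2.10 on the log2 scale, and none of these differences passed limma (adjusted p = 0.99 for SnRK2.10). In the authors' deposited table the lower bounds of the responses were 43.7%, 47.5% and 29.6% smaller in *dcl1–9*, in this order. A lower bound also falls as the standard errors grow, so these percentages mix the size of a response with its spread.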

The induced genes include for example *SnRK2.10* (At1g60940), *ATG8E* (At2g45170), and *AKINβ1* (At5g21170), involved in salt stress, autophagy and SnRK1 signaling, respectively, (Polge and Thomas, 2007; Li and Vierstra, 2012; McLoughlin et al., 2012). The unclustered repressed genes, on the other hand, include for example *SnRK3.10* (At3g23000), *MYB75* (At1g56650), and *Hsp70-15* (At1g79920), involved in Ca^2+^-signaling and stress tolerance, anthocyanin synthesis, and the heat response (Teng et al., 2005; Weinl and Kudla, 2009; Jungkunz et al., 2011).

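SnRK3.10 (At3g23000), a CBL-interacting kinase, fell in darkness in WT leaves, from 183 ± 14.6 to 40.5 ± 11.6 (SD, n = 3; log2 -2.22, SE 0.24, adjusted p = 7.4e-06 from limma). In *dcl1–9* it was lower already in light (log2 -1.06 relative to all genes, adjusted p = 0.0095), and read 49.0 ± 13.2 in darkness. Its log2 fold-change there of -0.74 (adjusted p = 0.038) lost its call without WT light replicate 1 (adjusted p = 0.051), *dcl1–9* light replicate 1 (adjusted p = 0.11), *dcl1–9* light replicate 2 (adjusted p = 0.11), *dcl1–9* dark replicate 1 (adjusted p = 0.18) or *dcl1–9* dark replicate 3 (adjusted p = 0.059), and the difference of the responses was 1.48 (SE 0.34, adjusted p = 0.16). MYB75 (At1g56650), the activator of anthocyanin synthesis, dropped from 738 ± 454 to 15.6 ± 9.82 in the WT (log2 -5.67, SE 0.57, adjusted p = 3.5e-06) and from 537 ± 402 to 13.7 ± 1.31 in *dcl1–9* (log2 -5.05, SE 0.57, adjusted p = 1.4e-05), with a difference of 0.62 (SE 0.80). Its light levels varied widely between replicates in both genotypes.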

### Target mRNAs are repressed by miRNAs in response to energy depletion and SnRK1 activation

In order to validate some of the predicted regulatory interactions, we selected specific target genes to experimentally confirm their energy-, SnRK1-, and DCL1/miRNA-dependent regulation in response to darkness. To this end we chose *TCP2* and *TCP4* as representative enriched components with validated miRNA regulation (miR319; Palatnik et al., 2003) and with a misregulation of over 30% in the *dcl1–9* mutant (Table S8). 

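TCP2 (At4g18390) and TCP4 (At3g15030), miR319-targeted factors that restrain leaf cell proliferation, fell in darkness in WT leaves and, with smaller fold-changes, in *dcl1–9*. TCP2 went from 521 ± 68.5 to 169.6 ± 13.4 (SD, n = 3) in the WT and from 531 ± 59.5 to 253 ± 26.2 in *dcl1–9*, log2 fold-changes of -1.61 (SE 0.14, adjusted p = 1.2e-06 from limma) and -1.07 (SE 0.14, adjusted p = 7.2e-05). TCP4 fell from 147 ± 3.81 to 63.1 ± 9.60 in the WT (log2 -1.23, SE 0.15, adjusted p = 2.4e-05) and from 134 ± 17.1 to 91.0 ± 3.53 in *dcl1–9* (log2 -0.55, adjusted p = 0.016). The TCP4 call in *dcl1–9* was lost without *dcl1–9* light replicate 1 (adjusted p = 0.074) or *dcl1–9* dark replicate 2 (adjusted p = 0.059). The difference of the responses was 0.55 for TCP2 (SE 0.20, adjusted p = 0.67) and 0.69 for TCP4 (SE 0.22, adjusted p = 0.47), neither of which passed limma over all genes. At an unadjusted p under 0.05 from limma, 2 of the TCP genes targeted by miR319 had a difference, both toward higher values in *dcl1–9*. In simulated data the test over all genes called 16% of genes with a log2 difference of 1, so it can miss differences of this size. In the authors' deposited table, the lower bound of the response was 31.03% smaller in *dcl1–9* for TCP2 and 38.1% smaller for TCP4. Such a bound also falls as the spread grows.

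**Figure D4:**
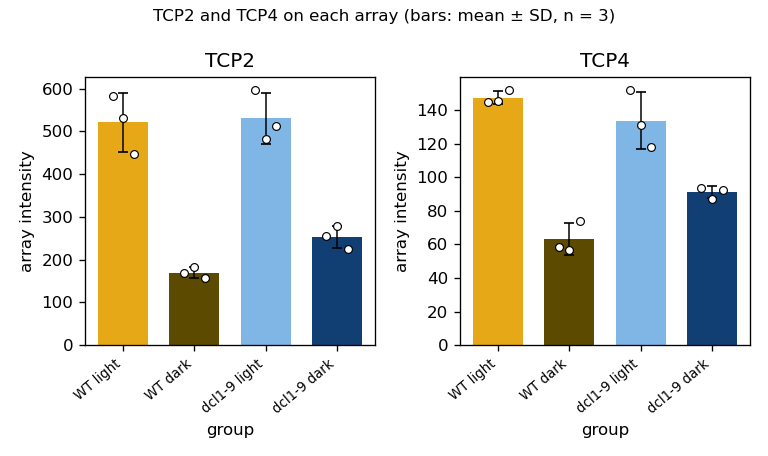
Array intensity (y axis, linear) of TCP2 (left) and TCP4 (right) in WT and *dcl1–9* leaves in light and darkness (x axis). Bars are means and error bars SDs of 3 arrays, and each circle is 1 array. In darkness, the arrays of both genes lie higher in *dcl1–9* than in the WT.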

Although we were not able to amplify the *MIR319* transcript by qRT-PCR, the microarray experiment showed a moderate increase for this precursor (Table S3), and the induction of both *MIR319* and mature miR319 in response to multiple types of stress has also been reported in *Arabidopsis*, rice and sugar cane (Sunkar and Zhu, 2004; Liu et al., 2008; Lv et al., 2010; Zhang et al., 2011; Thiebaut et al., 2012; Zhou et al., 2013). 

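MIR319C, the MIR319 precursor of Table S3, read 11.9 ± 3.23 (SD, n = 3) in light and 20.5 ± 1.86 in darkness in WT leaves, a log2 fold-change of 0.82 (SE 0.25, adjusted p = 0.026 from limma). The call was lost without WT light replicate 1 (adjusted p = 0.12), WT light replicate 3 (adjusted p = 0.065), WT dark replicate 1 (adjusted p = 0.052) or WT dark replicate 2 (adjusted p = 0.083). In *dcl1–9* leaves the log2 fold-change was 0.38 (adjusted p = 0.34), and the responses differed by -0.44 (SE 0.36). In the authors' deposited table its lower bound was 1.29 in the WT and 0.89 in *dcl1–9*.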

We also selected *Hsp70-15*, predicted to be targeted by miR831 and with a much less severe misregulation in *dcl1–9* (19%, Table S8) as a way to validate our approach and cut-off.

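Hsp70-15 (At1g79920), a cytosolic chaperone of the Hsp110 type, fell in darkness from 581 ± 15.7 to 259.8 ± 35.8 (SD, n = 3) in WT leaves and from 532 ± 13.8 to 312 ± 11.7 in *dcl1–9*. The log2 fold-changes were -1.17 (SE 0.12, adjusted p = 5.5e-06 from limma) and -0.77 (SE 0.12, adjusted p = 3.1e-04), and the difference of 0.40 did not pass the test (SE 0.17, adjusted p = 0.82). In the authors' deposited table the lower bound of the response, which also depends on its spread, was 19.1% smaller in *dcl1–9*. Of 14 cytosolic heat shock protein genes, 6 fell in the WT and none rose (8 over the list alone, adjusted p = 1.8e-04 from camera, adjusted p = 0.10 with an estimated correlation), among them HSP90.3 (At5g56010), from 112 ± 36.8 to 26.2 ± 0.866 (log2 -2.05, adjusted p = 3.8e-06). In *dcl1–9*, 5 fell and 1 rose (adjusted p = 0.057, and 0.043 without WT dark replicate 2, 0.043 without *dcl1–9* light replicate 3 or 0.046 without *dcl1–9* dark replicate 1).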

As shown in Figure 5A, incubation in darkness triggered a clear reduction in the three selected targets, and this reduction was partly relieved in the presence of sugar, suggesting that the energy status played a role in the changes observed in darkness. As expected from this observation, these transcripts were also repressed by SnRK1 activation (Figure 5B). Most importantly, the dark- and SnRK1-induced repression of these mRNAs was partially compromised in the *dcl1–9* mutant (Figure 5C), in agreement with the hypothesis that the dark-repression of these mRNAs requires miRNA function. To confirm the dependency of the dark repression on miRNAs and to rule out other potential miRNA-independent DCL1 functions, we analyzed the dark repression of *TCP4* and *TCP2* in plants overexpressing a miR319 target mimic and hence displaying reduced miR319 activity (*MIM319*; Franco-Zorrilla et al., 2007). The repression of both *TCP2* and *TCP4*, but not that of the putative miR831 target *Hsp70-15* was clearly impaired in *MIM319* plants, indicating that miR319 is required for the repression of *TCP*s in response to energy deprivation (Figure 5D). Importantly, this was not due to a general impact on SnRK1 activity, since a large number of induced and repressed SnRK1 marker genes [Table S2 in Baena-Gonzalez et al. (2007)] either induced or repressed by starvation and SnRK1 displayed a normal response in the *MIM319* plants (Figure A6). Unexpectedly, and similarly to what was observed in the *dcl1–9* mutant, *DIN6* and *DIN1* accumulated to lower levels in *MIM319* plants, suggesting a possible involvement of miR319 or its TCP targets in *DIN* gene regulation.

**Figure 5:**
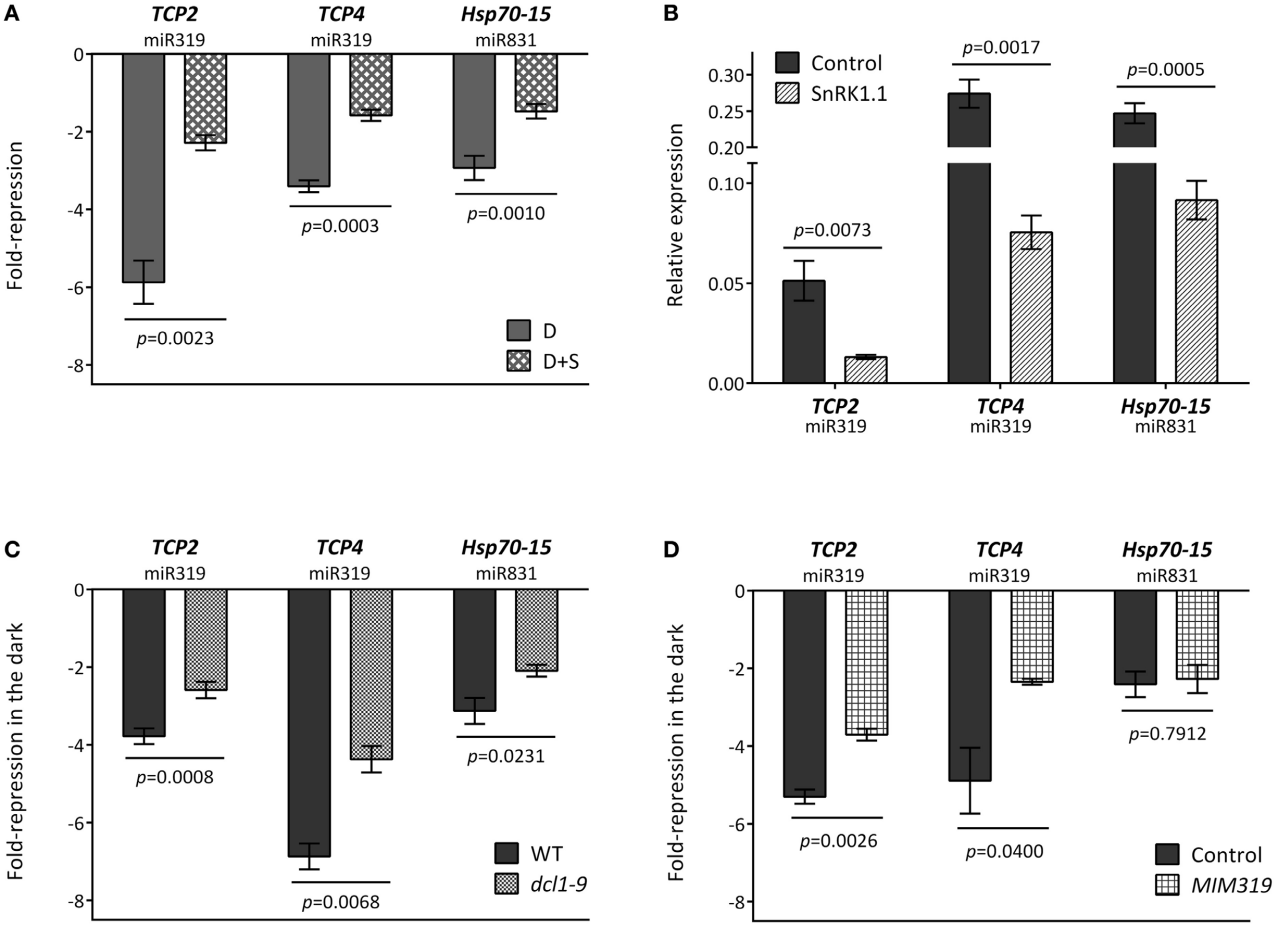
**Repression of *TCPs* by energy deprivation requires miRNA function. (A)** Repression of *TCPs* and *Hsp70-15* in dark-treated leaves is dependent on the energy status. Values represent fold-repression in the dark (D) and dark+sugar (D+S) relative to the light control. **(B)** SnRK1.1 overexpression in mesophyll protoplasts causes a reduction in *TCP* and *Hsp70-15* levels. Values represent relative transcript levels upon transient overexpression of SnRK1.1 or control DNA. **(C)** Repression of *TCPs* and *Hsp70-15* by energy deprivation is partly compromised in the *dcl1–9* mutant. **(D)** Repression of *TCPs* but not of *Hsp70-15* by energy deprivation is partly compromised in *MIM319* plants. Values in **(C)** and **(D)** denote the fold-repression of transcripts in dark-treated as compared to light-treated leaves in the indicated genotypes. Relative mRNA levels were assessed by qRT-PCR, error bars represent the standard error of the mean (SEM) from at least three independent experiments. *p*-values, paired **(A,B)** or unpaired *t*-test **(C,D)**.

## Discussion

A growing number of studies implicate plant miRNAs in the response to nutrients as well as abiotic and biotic stress (Ruiz-Ferrer and Voinnet, 2009; Sunkar et al., 2012). SnRK1 protein kinases, on the other hand, play a major role in the survival of plants to adverse conditions through the extensive regulation of metabolism and transcription in response to stress-derived energy deprivation. Comparison of the transcriptional response of WT and *dcl1–9* plants to unpredicted darkness uncovered a partial deficiency in the starvation response of *dcl1–9*, which may translate in a diminished ability of the mutant to withstand stress conditions, similarly to plants with altered levels of specific miRNAs or with a general deficiency in miRNA biogenesis (Sunkar et al., 2012; Zhan et al., 2012). One has to bear in mind though that not all miRNAs are processed by DCL1, and for example miR822 and miR839, processed by DCL4, accumulate to WT levels in the *dcl1–9* mutant (Rajagopalan et al., 2006). Nevertheless, given the major role of DCL1 in miRNA biogenesis the deficient starvation response of *dcl1–9* may suggest that miRNAs contribute to the gene expression reprogramming triggered by SnRK1 kinases (Figure 6). The reduced ability of *MIM319* plants to repress *TCP*s demonstrates this in the case of *TCP* regulation by miR319 (Figure 5D). Even though the *dcl1–9* mutation does not impair SnRK1 activation (Figure A5), many of the SnRK1 target genes show deficient accumulation in response to darkness in the mutant, suggesting that DCL1 contributes directly or indirectly to the termination or stability of these transcripts. Intriguingly, DCL4 was recently implicated in transcriptional termination in Arabidopsis (Liu et al., 2012) and the Microprocessor complex was reported to impact transcript stability in a miRNA-independent manner in mammals (Han et al., 2009; Knuckles et al., 2012). Transcript stability, on the other hand, has been shown to play a role in the shaping of the *Arabidopsis* transcriptome in response to cold stress (Chiba et al., 2013).

**Figure 6:**
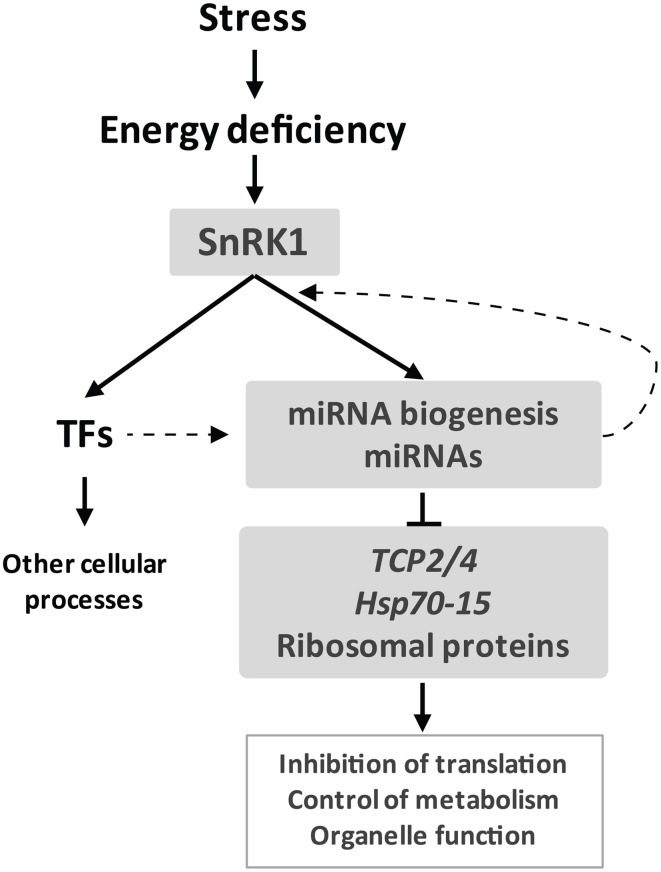
**miRNAs are a novel component of the starvation response.** Stress-derived energy deficiency activates the SnRK1 protein kinase which leads to a major transcriptional reprogramming partly *via* transcription factors and partly *via* miRNAs. SnRK1 activity may impact miRNA function at several levels, including regulation of *MIR* promoter activity. Components of the miRNA pathway may also influence the SnRK1 transcriptome e.g., through changes in transcript stability. miRNAs contribute to SnRK1 signaling mainly through repression of gene expression, targeting *TCP*s and *Hsp70-15*, and possibly impacting major cellular processes like translation.

Our results suggest several possible layers of regulation of miRNA action in response to energy deficiency. On one hand the *MIR* transcripts of several miRNAs respond to varying degrees to the energy status and SnRK1 activity (Figure 2). Even though these are not the active molecules, changes in *MIR* expression may reflect the engagement of the corresponding mature miRNAs in gene regulation. In some cases, miRNA accumulation may be accompanied by an increase in the levels of the corresponding *MIR* transcript as a result of a strong transcriptional activation. In other cases, enhanced accumulation of mature miRNAs may be accompanied by a decrease in the corresponding *MIR* transcripts presumably as a result of enhanced processing or as a result of negative feedback. For most of the *MIR* transcripts that accumulate differentially in response to darkness (Figure 2), the corresponding mature miRNA was reported to be significantly induced by inhibition of mitochondrial electron transport and by hypoxia (Table S3) (Moldovan et al., 2010), another stress condition known to activate SnRK1 (Baena-Gonzalez et al., 2007). Nevertheless, miRNA accumulation is not always correlated with *MIR* levels, indicating that other mechanisms operate to regulate miRNA activity under those conditions, and factors like miRNA stability, target levels and feedback loops may be invoked to explain the observed discrepancies (Schwab et al., 2005; Franco-Zorrilla et al., 2007; Reyes and Chua, 2007; Ramachandran and Chen, 2008; Laubinger et al., 2010).

Different mechanisms of regulation of miRNA activity may operate in response to different signals and depending on the miRNA, tissue, and developmental stage. The importance of transcriptional regulation has been shown e.g., for miR398 and miR408, whose *MIR* transcripts are induced in response to copper deficiency and sucrose through the SPL7 transcription factor, and this induction is abrogated in plants depleted of SPL7 (Dugas and Bartel, 2008; Yamasaki et al., 2009; Ren and Tang, 2012). The fact that glucose did not have a significant effect on the strong dark repression of *MIR398C* may be due to different kinetics of repression/activation as compared to other dark-repressed *MIR*s or may suggest the involvement of a sucrose-specific signaling pathway (Rolland et al., 2006).

An effect on promoter activity was observed for *MIR161* and *MIR775*, both repressed by darkness and SnRK1 activity (Figure 3C). Considering that the corresponding mature miRNAs accumulate in response to hypoxia (Moldovan et al., 2010), the decrease in promoter activity is more likely to reflect a negative feedback loop coupled to miRNA activity or more generally to the starvation response. Given that control of promoter activity by miRNAs would imply an altered *MIR* transcript accumulation in the *dcl1–9* mutant, and that *MIR161* and *MIR775* are reduced to a similar extent in *dcl1–9*, we favor the second hypothesis. In this context, Moldovan et al. (2010) performed an *in silico* search for enriched *cis*-elements in the promoters of *MIR* genes with ≥1.5 fold-changes in response to hypoxia and found that two known variants of the homeobox domain leucine zipper class I (HDZipI) promoter motif, ATHB-5 and ATHB-1 were significantly overrepresented. Such elements seem indeed to be enriched in the more proximal part of the *MIR161* promoter (1500 bp), although for *MIR775* the same is not clear (Figure A4). Whether these transcription factors are indeed involved in *MIR* gene regulation during stress and whether they are under SnRK1 control remains to be determined.

In addition to promoter activity, other mechanisms for *MIR* regulation are also possible, and both intron retention and alternative splicing have recently been demonstrated to play a role in miRNA biogenesis and function (Yan et al., 2012; Jia and Rock, 2013). Differential processing efficiency could also be due to the action of ancillary proteins, as shown for the *C. elegans* RNA binding protein Lin-28, which blocks specifically the processing of *let-7* pri-miRNA in stem cells (Newman et al., 2008; Piskounova et al., 2008; Rybak et al., 2008; Viswanathan et al., 2008) or for the *Arabidopsis* RNA binding protein FCA, which drives differential miRNA processing in response to temperature (Jung et al., 2012).

For *MIR824A* the observed decline in darkness was partially compromised in the *dcl1–9* mutant (Figures 3A,B), which may be suggestive of enhanced *MIR824A* processing by DCL1 under energy starvation conditions. It is also possible that *MIR824A* is subject to negative feedback by its own miRNA, as has been proposed (German et al., 2008; Meng et al., 2010). In this context, several of the affected *MIRs*, including *MIR824A*, are predicted to be targeted by their own miRNA (Table S3), but whether self-regulation plays indeed a role in their expression awaits further investigation. Alternatively, these differences may be explained by other potential miRNA-independent DCL1 functions on transcript termination or stability, as already discussed.

Regardless of the mode of regulation, our study has uncovered a set of 831 SGs misregulated in the *dcl1–9* mutant (Table S5). Of these 12.6% of the repressed and 4.6% of the induced genes were up- and downregulated, respectively, in independent experiments in the *ago1–9* mutant (Ronemus et al., 2006), reinforcing the hypothesis of these genes being under miRNA control. However, from the total set of SGs misregulated in *dcl1–9*, only 19%, including *TCP2* and *TCP4*, are validated or predicted miRNA targets (Table S8). Even though it is possible that the prediction power of the used tools is not sufficient to identify all targets, we favor the hypothesis that a fraction of the SGs require miRNA action but are not themselves under direct miRNA control. On the other hand, despite the clear energy-dependency of *MIR159B*, *MIR161*, *MIR824A*, and *MIR775*, only two predicted targets for miR159ab (At4g15530 and At2g41600) are amongst the SGs misregulated in *dcl1–9*. This may be partly due to the stringent multilayered filtering applied or to the general performance of microarrays analyses, which may be limited for detecting differential expression at low expression levels (Wang et al., 2006). 

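The gene At4g15530 encodes pyruvate orthophosphate dikinase (PPDK), which serves nitrogen recycling in senescing leaves, and rose in darkness in WT leaves from 110.4 ± 22.3 to 344 ± 31.8 (SD, n = 3; log2 1.65, SE 0.17, adjusted p = 3.7e-06 from limma). In *dcl1–9* it went from 108 ± 5.78 to 156 ± 22.9, a log2 fold-change of 0.53 (adjusted p = 0.030) whose call was lost without *dcl1–9* light replicate 2 (adjusted p = 0.073), *dcl1–9* light replicate 3 (adjusted p = 0.091), *dcl1–9* dark replicate 2 (adjusted p = 0.074) or *dcl1–9* dark replicate 3 (adjusted p = 0.14). The responses differed by -1.12 (SE 0.24, adjusted p = 0.11), and this difference passed limma without WT light replicate 2 (adjusted p = 0.043). At2g41600, a gene named by its locus alone here, fell from 199.7 ± 17.9 to 134 ± 10.7 in the WT (log2 -0.57, SE 0.15, adjusted p = 0.0095) and read 153 ± 9.13 and 120.3 ± 19.2 in *dcl1–9* (log2 -0.36, adjusted p = 0.10, and 0.045 without *dcl1–9* dark replicate 3). In the authors' deposited table the lower bounds were 2.5 and 1.23 for At4g15530 in the WT and *dcl1–9*, and -1.32 and -1.08 for At2g41600.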

Alternatively, this could be due to the weak nature of the *dcl1–9* mutant, to regulation of miRNA activity downstream of DCL1 (Earley et al., 2010; Earley and Poethig, 2011; Wang et al., 2011; Alonso-Peral et al., 2012; Brodersen et al., 2012), or to the engagement of these miRNAs in translational attenuation (Brodersen et al., 2008; Lanet et al., 2009; Yang et al., 2012).

The functional clusters of SGs most significantly affected by the miRNA pathway correspond to repressed genes related to ribosomal proteins and translation, as well as organelle function (mitochondria, ER, and plastid) (Figure 6). This is in accordance with the role of SnRK1 as a repressor of biosynthetic processes and as a modulator of energy metabolism (Baena-Gonzalez et al., 2007; Baena-Gonzalez and Sheen, 2008), and suggests that miRNAs contribute to SnRK1 signaling mainly through downregulation of gene expression. Interestingly, the *ago1–9* mutation was also reported to cause a major deregulation of ribosomal protein genes (Ronemus et al., 2006), in agreement with the view that translation-related components are under miRNA control. The most prominent cluster of repressed SGs misregulated in *dcl1–9* that are validated or predicted miRNA targets contained the TCP transcription factors. In addition to their role as negative regulators of cell proliferation and growth during leaf development (Palatnik et al., 2003), recent reports have implicated TCPs in the plant response to environmental stress and energy metabolism (Robison et al., 2009; Giraud et al., 2010; Zhou et al., 2013). TCPs were shown to regulate nuclear-encoded mitochondrial genes and contribute in this way to the control of mitochondrial function, in particular TCA cycle function and core energy metabolism/amino acid metabolism (Giraud et al., 2010). Perhaps related to this, and in accordance with our results, TCPs were shown to be downregulated in mutants of the mitochondrial ATP synthase, suggesting that they could be controlled by ATP generation by mitochondria (Robison et al., 2009). Finally, numerous signaling components with known or potential connection to the SnRK1 pathway, such as *AKINβ1*, *SnRK2.10*, or *SnRK3.10*, were also uncovered as candidate miRNA targets. Further studies will be required to validate these predictions and to explore their relevance to energy signaling.

Noteworthy, a link between miRNAs and nutrients and metabolism seems to exist also in animal systems, and miRNAs have been shown to play a role in insulin signaling, glucose homeostasis and nutrient sensing (Bhattacharyya et al., 2006; Poy et al., 2007). More recently, AMPK activation through AICAR treatment was reported to induce the differential accumulation of multiple miRNAs (Liu et al., 2013). miRNAs may therefore represent common elements in diverse organisms for restoring homeostasis following stress. Further work is required to establish more precise mechanistic connections between SnRK1 activity and miRNA function and to characterize the cellular processes repressed by the SnRK1/miRNA axis in order to better understand how SnRK1 activity is translated into enhanced stress tolerance and modified growth and development.

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Figures and Tables

**Figure A1:**
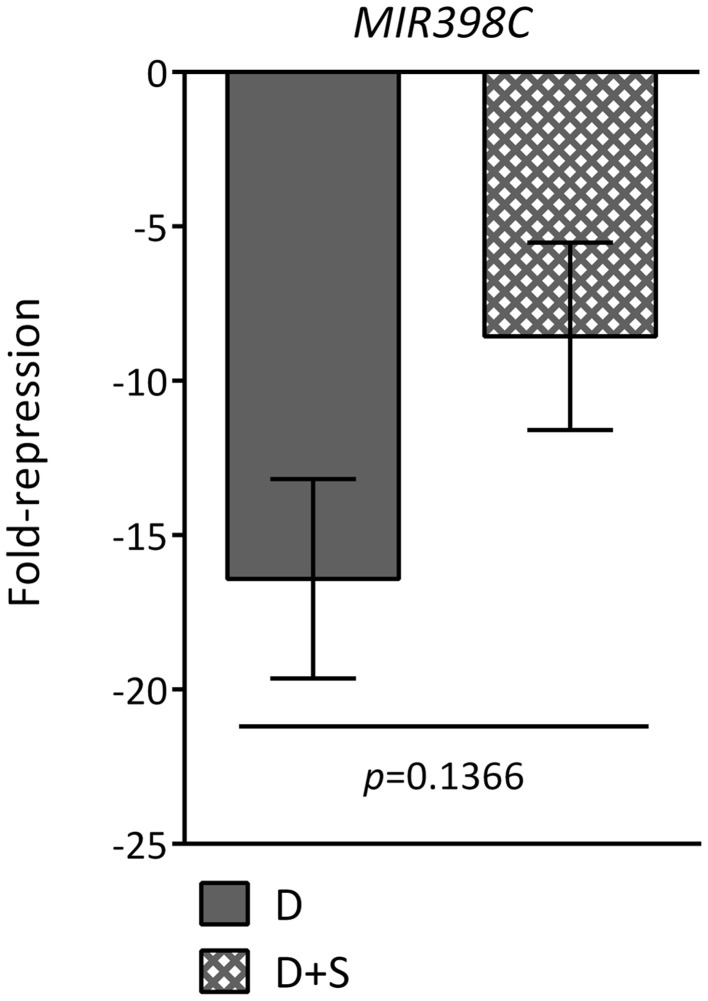
***MIR398C* expression is not significantly affected by glucose.** Dark treatment of leaves results in *MIR398C* repression, but this repression is not significantly altered by the addition of glucose. Values represent fold-repression in the dark (D) and dark+sugar (D+S) relative to the light control. Relative mRNA levels were assessed by qRT-PCR, error bars represent the standard error of the mean (SEM) from at least three independent experiments. *p*-values, paired *t*-test.

**Figure A2:**
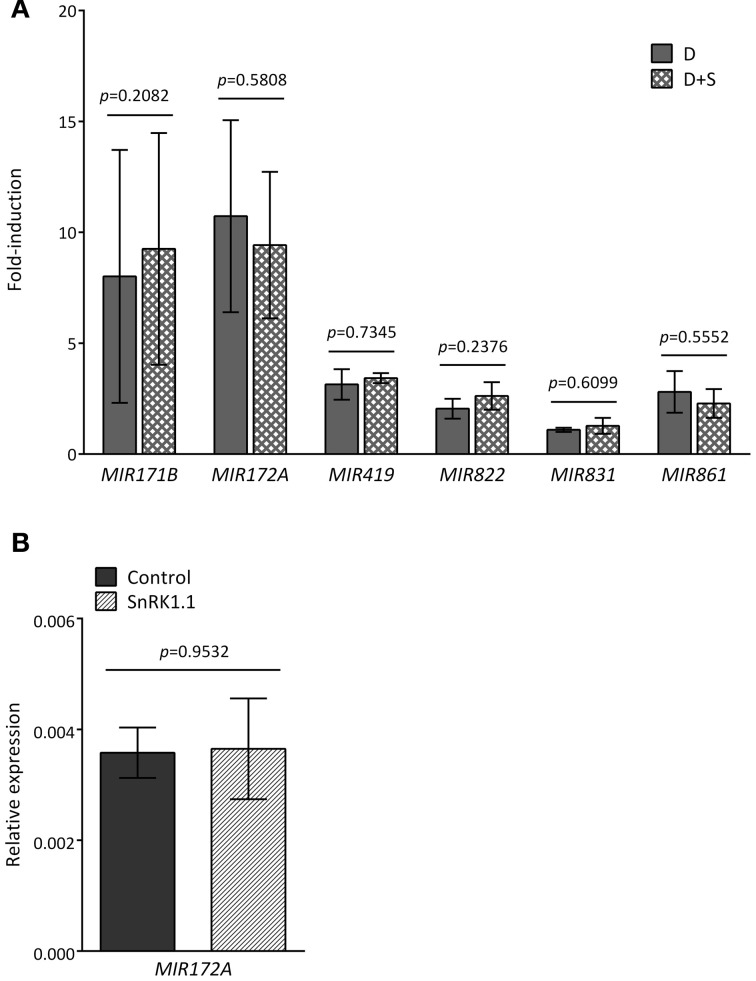
***MIR* gene induction in response to darkness is independent of the energy status and SnRK1 activity. (A)** Increase of *MIR* transcript levels in dark-treated leaves is independent of the energy status. Values represent fold-induction in the dark (D) and dark+sugar (D+S) relative to the light control. **(B)** SnRK1.1 activation in mesophyll protoplasts does not significantly alter *MIR172A* transcript levels. Values represent relative transcript levels upon transient overexpression of SnRK1.1 or control DNA. Relative mRNA levels were assessed by qRT-PCR, error bars represent the standard error of the mean (SEM) from at least three independent experiments. *p*-values, paired *t*-test.

**Figure A3:**
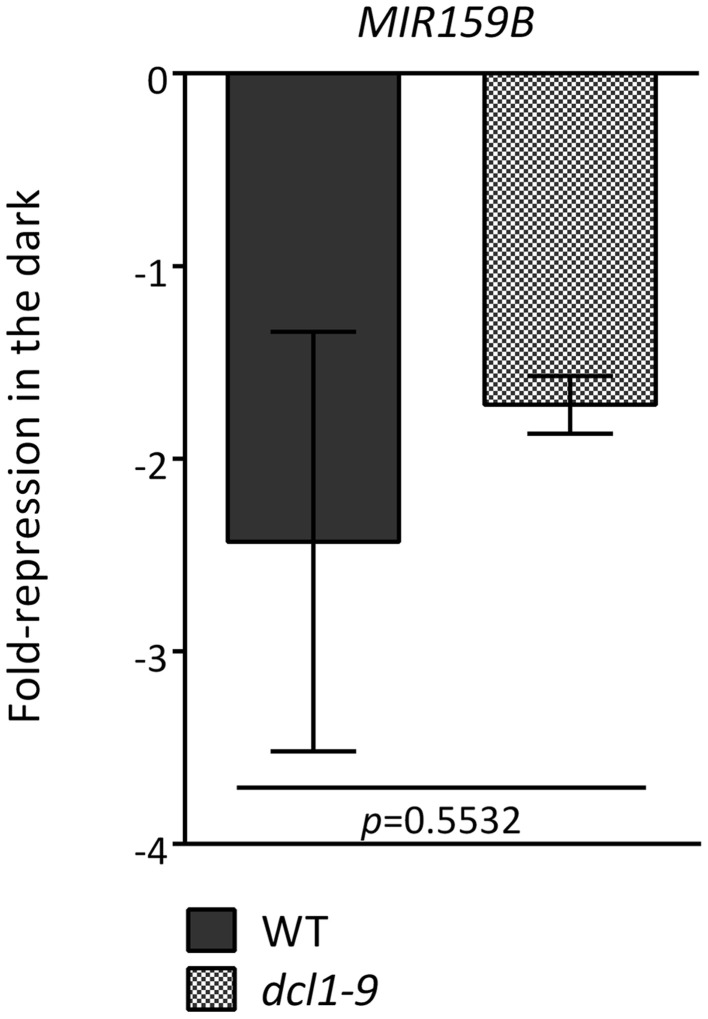
***MIR159B* repression by darkness is not DCL1-dependent.** The dark-triggered reduction in *MIR159B* was measured by qRT-PCR from an independent set of three experiments. Values denote the fold-repression of *MIR159B* in the dark relative to the light in WT and *dcl1–9* leaves. Relative mRNA levels were assessed by qRT-PCR, error bars represent the standard error of the mean (SEM) from at least three independent experiments. *p*-values, unpaired *t*-test

**Figure A4:**
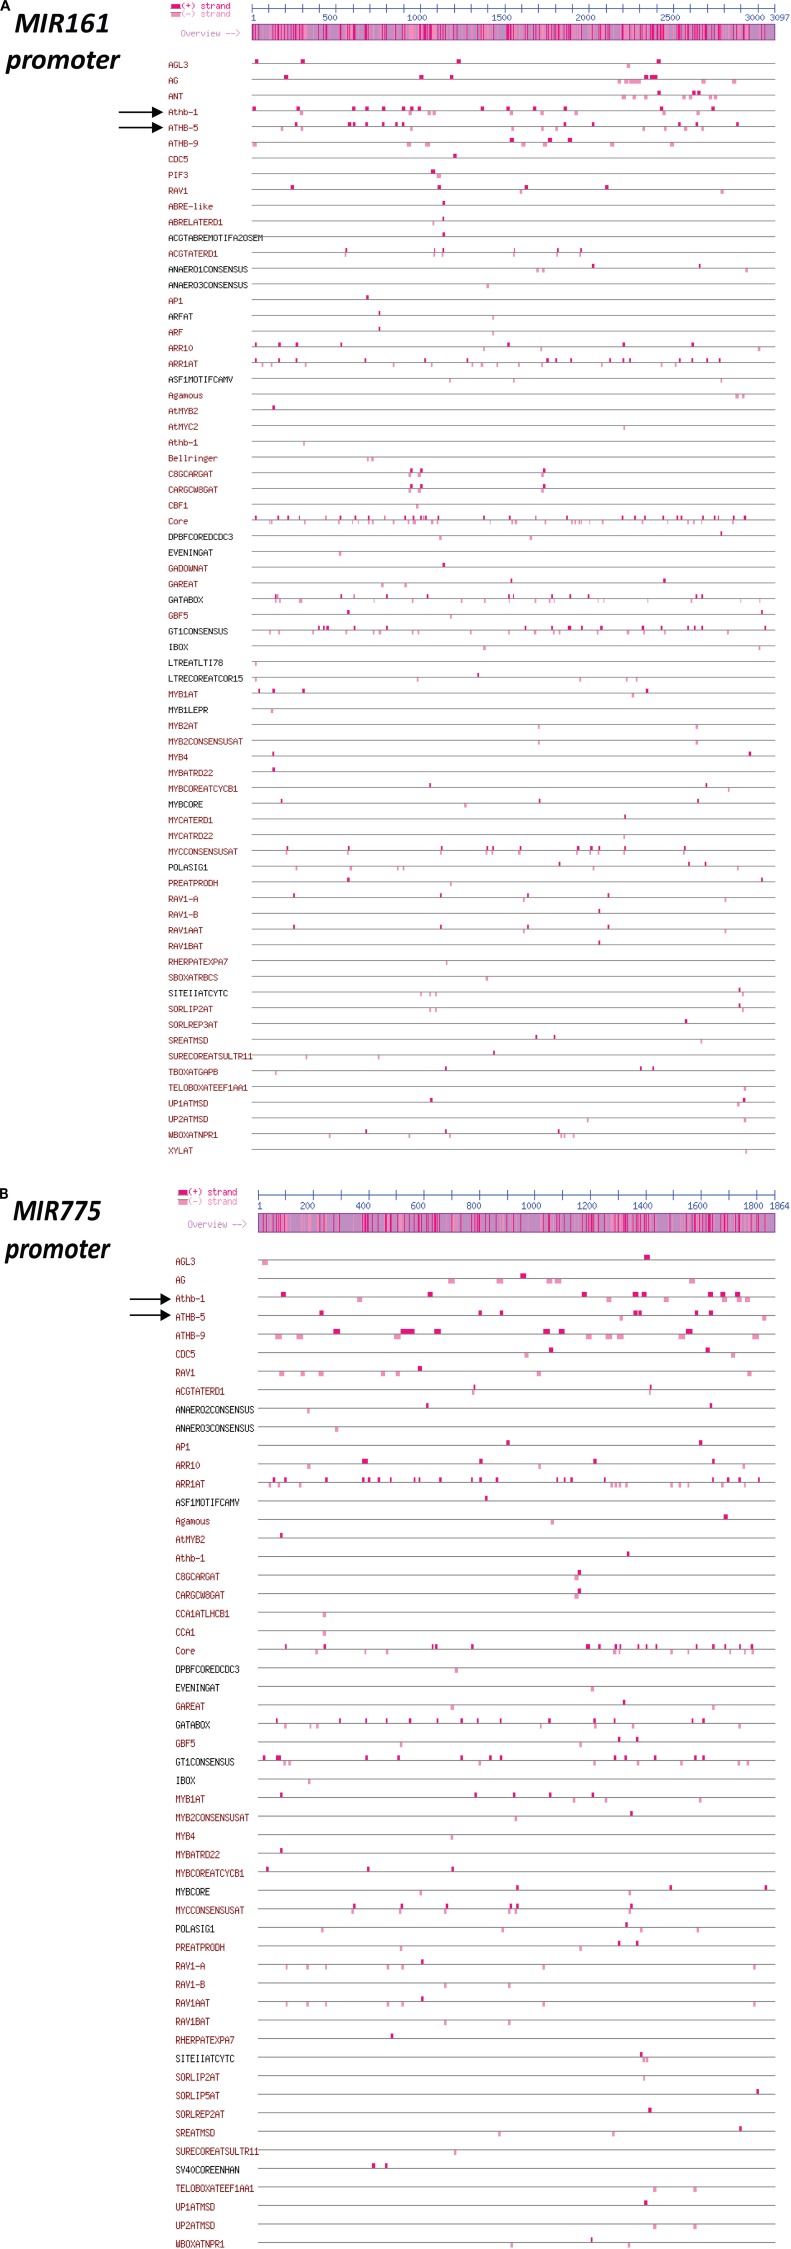
**Promoter analysis of *MIR* genes.** PlantPAN (Plant Promoter Analysis Navigator) *cis*-motif analyses reveal abundant ATHB1 and ATHB5 (indicated with arrows) binding sites in the *MIR161* **(A)** and to a lesser extent in the *MIR775*A **(B)** promoters.

**Figure A5:**
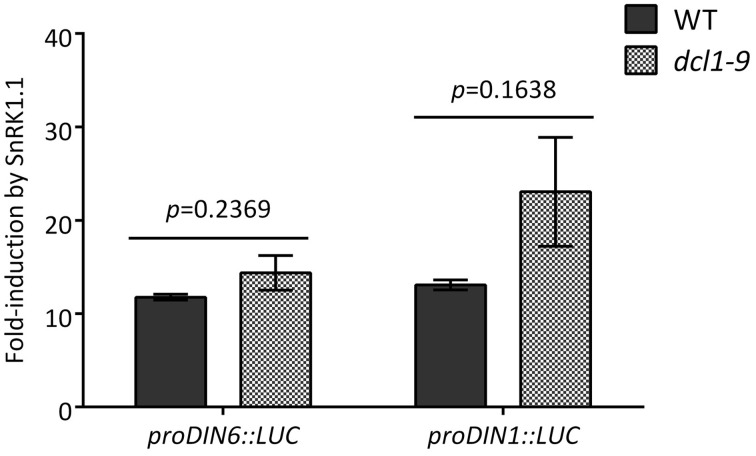
**SnRK1 activation is not impaired in the *dcl1–9* mutant.** SnRK1 activation through transient overexpression of SnRK1.1 was comparable in protoplasts of WT and *dcl1–9* plants. The activation of the *proDIN6::LUC* and *proDIN1::LUC* reporters was used as readout of SnRK1 activity. LUC activities were normalized to GUS activities generated by the co-transfected *UBQ10::GUS* construct that served as an internal transfection control. Values represent the fold-induction of GUS-normalized LUC activities in response to SnRK1.1 overexpression relative to transfection with control DNA. Error bars represent the standard error of the mean (SEM) from at least three independent experiments. *p*-values, paired *t*-test.

**Figure A6:**
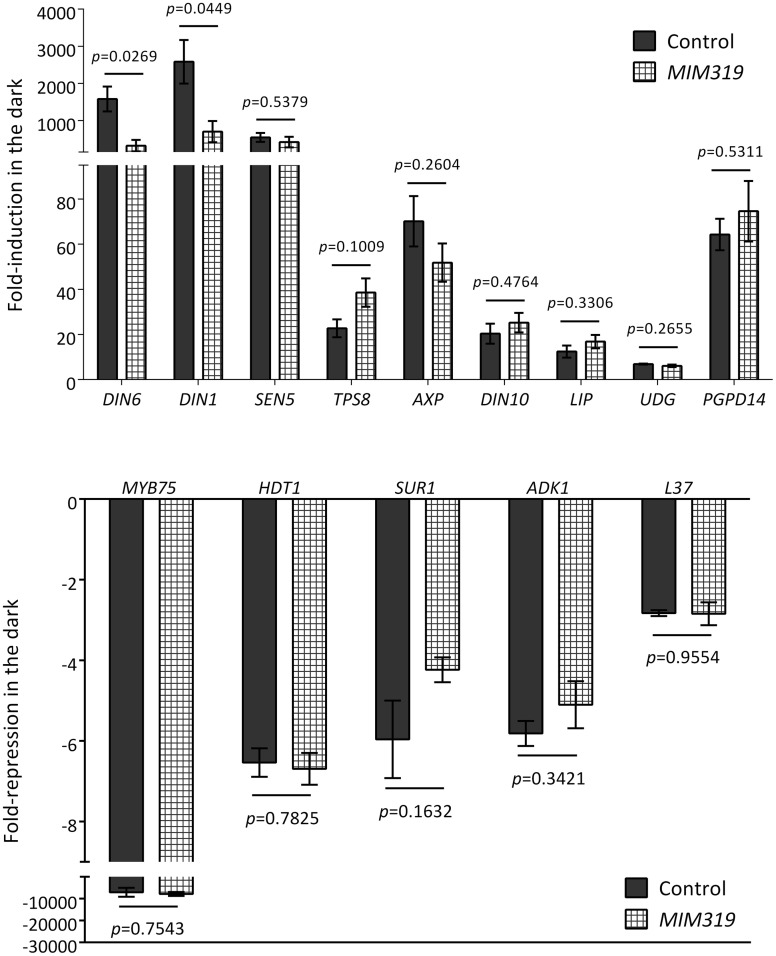
**SnRK1 signaling is not generally compromised in *MIM319* plants.** Dark-treated leaves of *MIM319* plants show a normal regulation of most SnRK1 marker genes (Baena-Gonzalez et al., 2007), with the exception of *DIN6* and *DIN1*, whose induction is compromised. Values denote the fold-change of transcripts in the dark as compared to light in control plants expressing the empty vector and in *MIM319* plants. Relative mRNA levels were assessed by qRT-PCR, error bars represent the standard error of the mean (SEM) from at least three independent experiments. *p*-values, unpaired *t*-test.

## Supplementary material

Table S1 **List of primers used in this study**.

Table S2 **Microarray experiment of WT (A) and *dcl1–9* (B) leaves under control or dark conditions**. *Genes significantly changed at least 1.2-fold (lower confidence bound of fold-change)*.

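The lower bound in Table S3 is the lower end of the 90% confidence interval of the fold-change, taken in the direction of the change, and a negative sign marks a transcript that was lower in darkness than in light. A size under 1, as for MIR824A (0.77), MIR169E (0.82) and MIR319C (0.89) in *dcl1–9*, marks an interval that spans no change. Recomputed from the means and standard errors of the deposited table, the bounds of 18 of the 18 MIR genes came within 2% of those printed, in the WT and in *dcl1–9* alike. In *dcl1–9* leaves 12 of these genes passed limma, among them MIR419, from 26.9 ± 4.36 to 64.8 ± 20.4 (SD, n = 3; log2 1.23, adjusted p = 7.5e-04), and MIR398C, from 417 ± 63.5 to 76.5 ± 20.0 (log2 -2.47, adjusted p = 1.9e-05). A percentage of misregulation compares the bound in *dcl1–9* with that in the WT.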

Table S3 ***MIR* genes with significant differential expression in response to darkness**.

Table S4 **List of starvation genes (SGs)**.

Table S5 **List of SGs misregulated in *dcl1–9***.

Table S6 **Gene description, functional annotation and cluster enrichment analyses of SGs misregulated in *dcl1–9***.

Table S7 **List of validated and predicted miRNA targets**.

Table S8 **List of SGs misregulated in *dcl1–9* that are validated or predicted miRNA targets**.

Table S9 **Gene description, functional annotation and cluster enrichment analyses of SGs misregulated in *dcl1–9* that are validated or predicted miRNA targets**.

How the deposited data were processed for this re-analysis (not part of the article)

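RNA was measured in 12 leaf samples of Arabidopsis, 3 biological replicates each of WT and *dcl1–9* leaves kept for 6 h in light or in darkness. The authors' deposited array values are linear intensities, made with dChip from scans of Arabidopsis Gene 1.1 ST array strips after a quality check in Affymetrix Expression Console, whose version is not stated. For these intensities the authors normalized all arrays to a baseline array of median intensity with an invariant set of probes, took perfect-match probes alone and used the Brainarray custom probe grouping of version 15, which gives 1 probe set per gene. The authors' deposited table of comparisons also holds a mean per group, weighted by the inverse square of the standard error, its standard error, and the fold-change of dark over light as a ratio with its 90% bounds, where a fall is written as a negative number. The 12 array columns of that table equal those of the value table within 0.005, and 0 columns of per-sample values were left out. It names its arrays by group and a number found in no label, so replicate numbers were taken from the value table, whose columns carry the sample labels.

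All computations used the intensities of 27827 probe sets, with no filter. Values under 1 were set to 1 before log2 was taken, and 20 probe sets stand at the lowest value in at least 1 array. Spreadsheet software had turned 8 gene names in the table into date numbers, and 18179 probe sets carry no gene name there, so genes were followed by their locus codes. R 4.3.3 and limma 3.58.1 (with statmod 1.5.0) were used, and figures were drawn with matplotlib 3.10.9. A linear model with the 4 groups was fitted to all 12 arrays, with moderated variances that follow the mean intensity, 8 residual degrees of freedom before moderation, and Benjamini-Hochberg adjustment over all probe sets at 0.05. The contrasts were dark against light in the WT and in *dcl1–9*, *dcl1–9* against WT in light, and the difference of the dark responses. The study's criterion, a lower bound of the fold-change above 1.2, was recomputed from the means and standard errors, and misregulation was taken as a signed lower bound in *dcl1–9* at least 15% below that in the WT, a formula worked out from Table S5. Principal components were computed from centred, unscaled log2 values, with an exact permutation test of the shift on PC1.

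Gene lists were tested with camera in limma at a preset correlation between genes of 0.01, and again with a correlation estimated from the data, over 27 lists and annotation rules (24 lists and 3 rules), with p-values adjusted over these within each of the 4 contrasts. Another 2 lists, of sulfur deficiency genes and of aliphatic glucosinolate genes, were written after the data had been seen, and their p-values are not adjusted. Genes named in the text followed a rule set with the lists: each gene the paper names from the arrays, with DCL1, EIF4 and ACT2, the 10 largest rises and 10 largest falls per contrast among genes past the test whose arrays do not overlap (for the difference of the responses, genes past the test), up to 4 members per list with the largest change past the test, and 4 ribosomal protein genes. The lists and that rule were written before the deposited files were opened, but after Table S3 and parts of Tables S2, S4, S5 and S8 of the paper, with values from these arrays, had been seen. Of the genes it picks, not all are named. Genes of the light comparison are given relative to the median of all probe sets. The SEs, p-values and calls from limma beside them belong to the unshifted difference, tested against 0. One choice was made later. The comparison of misregulation with the roles of the genotypes exchanged is read as open when the difference, with an array left out, lies within its counting interval, and this condition was added after the values without each array were seen.

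The fit was tested on simulated data with the spread of these arrays. Of 100 genes changed by 1 on the log2 scale 46% were called in the WT, and of 100 changed by 2, 92%, with 7 false calls, and for the difference of the responses 16% and 75%. With no gene changed there was 1 call for *dcl1–9* dark and 0 for *dcl1–9* light against WT light. The recomputed lower bound lay under the true ratio for 95.1% of 18131 simulated probe sets. Alternatives tried were log2(value + 16), quantile normalization, median centring, leaving out probe sets with a mean under 20, variances without the intensity trend, a test against 1.2-fold, the arrays of the compared groups alone, the replicate number as a block, and each array left out in turn, as well as other thresholds and measures for the study's criterion, and their effects are given at the end of the document. Background correction, probe summaries and the place on the strip could not be redone, since the computations start from probe set values. The qRT-PCR, luciferase and protoplast measurements were not analysed here, nor was the earlier list of core SGs.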

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

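Tests of sulfur-related explanations, and the lists of sulfur deficiency and glucosinolate genes, were chosen after the light comparison had been seen.

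The dark response differed between the genotypes for 29 genes by limma, a test over all genes that the paper does not give. It screens the SGs on the arrays by a 15% limit and tests single genes by qRT-PCR. Among the 29 are 5 of the 10 genes of the sulfur deficiency list, all toward lower values in *dcl1–9*. Of these, BGLU28 (At2g44460) had a log2 difference of -4.93 (SE 0.46, adjusted p = 4.0e-04) and SDI1 (At5g48850) of -4.12 (adjusted p = 0.0012). Another of the 29 is At1g73325 (-2.86, adjusted p = 0.0054). Of 100 drawn splits of the genotype labels within light and within darkness 4 gave as many genes, the real one included, but groups of mixed genotype hold the genotype difference, which widens their spread, so this count alone does not exclude chance. The same 100 splits were repeated with the genotype difference of each gene, averaged over light and darkness, taken out. Only the real one then gave 29 genes, and the highest other gave 4. That genotype difference was estimated with the true labels. The difference of the responses also stays in groups of mixed genotype and widens their spread. This step therefore does not exclude chance either. Without this step the highest other split gave 7266 genes. It exchanges the genotypes in one light condition, so that the dark effect cancels and the split sets WT arrays against *dcl1–9* arrays. Such large splits point to a structure of the samples, here the genotype. Fewer than 10 genes passed in 90 of the splits. Without an array the count was 14 (WT light replicate 1), 11 (WT dark replicate 1), 11 (*dcl1–9* light replicate 3), 8 (*dcl1–9* dark replicate 1) or 18 (*dcl1–9* dark replicate 2). It was 22 (WT light replicate 3) to 39 (WT light replicate 2 or WT dark replicate 2) without any of the others.

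For 8 gene lists the test of this difference passed camera, each at the preset correlation and not with an estimated one. The median log2 difference was -0.62 for SnRK1 markers (adjusted p = 5.5e-05, adjusted p = 0.37 with an estimated correlation) and -0.75 for amino acid catabolism (1.3e-12, 0.071), lists that rise in darkness in the WT. It was 0.41 for endoplasmic reticulum folding (adjusted p = 0.0028, 0.54), 0.29 for cytosolic heat shock proteins (3.9e-04, 0.26) and 0.19 for ribosomal proteins (5.9e-06, 0.37), lists that fall in darkness in the WT. It was 0.29 for chlorophyll synthesis (adjusted p = 0.049, 0.76), 0.35 for TCP genes targeted by miR319 (0.046, 0.44) and -0.18 for the circadian clock (0.024, 0.54). In these lists 0 members passed limma over all genes (13 amino acid catabolism genes, 4 SnRK1 markers, 6 clock genes and 20 ribosomal protein genes moved with their list at an unadjusted p under 0.05). Over the list alone 11 amino acid catabolism genes, 2 SnRK1 markers, 3 heat shock protein genes, 2 TCP genes and 1 folding gene did.

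Several of these calls rest on single arrays. Chlorophyll synthesis lost its call without WT light replicate 1 (adjusted p = 0.13), WT light replicate 3 (0.39), WT dark replicate 1 (0.16), WT dark replicate 3 (0.13), *dcl1–9* light replicate 1 (0.54), *dcl1–9* dark replicate 1 (0.077) or *dcl1–9* dark replicate 3 (0.13). The clock lost it without WT light replicate 2 (adjusted p = 0.11), WT dark replicate 1 (0.067), *dcl1–9* light replicate 2 (0.10) or *dcl1–9* dark replicate 1 (0.11), and the folding genes without WT dark replicate 3 (0.063) or *dcl1–9* light replicate 3 (0.054). The TCP genes lost it without WT light replicate 1 (adjusted p = 0.086), WT dark replicate 1 (0.098), WT dark replicate 2 (0.073), *dcl1–9* light replicate 2 (0.11), *dcl1–9* light replicate 3 (0.18), *dcl1–9* dark replicate 1 (0.077) or *dcl1–9* dark replicate 2 (0.056).

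To weigh the weaker response of SGs in *dcl1–9* against the way they were chosen, the roles of the genotypes were exchanged, and the share of genes at least 15% weaker was 11.3 percentage points higher for *dcl1–9* than for the WT, and 10.7 with bounds from the replicates alone. On the latter footing each of the 12 differences with an array left out was above 0, 11 of them from 7.28 to 17.1, and that without WT light replicate 1 was 0.188, within its counting interval of 1.65 either way. Simulated data with one dark response shared by the genotypes gave exchanged shares of 35.0% and 40.4%, a gap the other way, and 26.3% of SGs weaker in *dcl1–9* (23.9% to 28.4% over 100 draws), against 49.9% observed. The simulated noise was drawn for each gene on its own, so the simulated range leaves out shifts that the genes of an array share. The shared response was the mean of the 2 observed ones and the SGs were those of the study, so their selection was repeated only in part. The simulation also gave a mean of 7031 genes past the study's criterion in the WT, against 6625 observed. The differences above 0 lean against the selection of genes by their WT response as the whole source. With the 1 omission and these limits of the simulation, that explanation stays open. The ratio of the summed squared responses over all genes, noise removed, was 0.865 (0.772 to 0.941 when an array is left out, jackknife SE 0.166), so a smaller response in *dcl1–9* over all genes is a candidate explanation.

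In detached leaves kept in light, 2573 genes differed between *dcl1–9* and WT leaves by limma (1647 higher, 926 lower), a comparison the paper does not report in full. Of these, 36 MIR genes were higher, among them MIR172B (At5g04275), from 3.90 ± 1.39 to 39.2 ± 10.1 (SD, n = 3; log2 3.50 relative to all genes), and MIR395E (At1g69795), at 3.85. Of 89 well-established miRNA targets 29 were higher and 3 lower (adjusted p = 7.6e-07 from camera, adjusted p = 0.093 with an estimated correlation), among them NFYA3 (At1g72830; 33.3 ± 6.74 and 165 ± 14.8, log2 2.46, adjusted p = 7.3e-06) and NFYA5 (At1g54160; log2 2.28, adjusted p = 1.6e-04). In darkness 15 MIR genes outside Table S3 changed in *dcl1–9*. The 10 splits of 6 light arrays are too few for a share under 0.05, and the real count stands beside 9 genes in the highest other split, 1 split of the 10 giving as many. The same holds for darkness in the WT (7612 genes, 0 in the highest other, 1 of 10 splits) and in *dcl1–9* (6598 genes, 0, 1 of 10). The light count was 1670 without WT light replicate 1, 775 without WT light replicate 3, 1593 without *dcl1–9* light replicate 1, 940 without *dcl1–9* light replicate 2 and 1529 without *dcl1–9* light replicate 3.

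A chromosome segment of the parental accession carried along with the *dcl1–9* allele was weighed as an explanation of the light difference. Of the 500 genes nearest to DCL1 in gene order, 52 (10.4%) differed in light, against 9.22% of all other genes, an odds ratio of 1.14 (95% interval 0.838 to 1.53, p = 0.35, Fisher's exact test). The interval reaches slightly above the bound of 1.5 set in advance, so this test leaves the segment open as a part of the difference. The loss of miRNA processing, which the design names, also stays open.

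Sulfur deficiency genes had a median log2 fold-change of 2.60 relative to all genes in light (p = 2.8e-17 from camera at the preset correlation, 0.0027 with an estimated correlation), with 9 of 10 higher in *dcl1–9*. Among them BGLU28 read 12.5 ± 2.03 (SD, n = 3) in the WT and 634 ± 204 in *dcl1–9*, and SDI1 16.4 ± 7.83 and 398 ± 91.6. The tenth, the sulfate transporter gene SULTR1;1 (At4g08620), went the other way, at 40.5 ± 3.35 and 27.4 ± 4.88 (log2 -0.44 relative to all genes). Its unshifted log2 difference of -0.57 had an adjusted p of 0.11 from limma and counted as lower when adjusted over the list alone. Aliphatic glucosinolate genes had a median of -0.83, with 11 of 17 lower (p = 2.6e-08, 0.11 with an estimated correlation). As both lists were written after members had been seen to differ, these p-values are not independent evidence. For the sulfur genes, a single array and the normalization between arrays are argued against, since the median stayed at 2.42 or more when an array is left out and was 2.50 with quantile normalization. The 6 members outside the largest rises had a median of 2.12 (1.87 to 2.28), so a sulfur deficiency response in *dcl1–9* leaves in light is a candidate explanation, found and tested on the same data, and the growth conditions of the genotypes were not tested.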

How the results depend on the processing

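Alternatives for the lists of sulfur and glucosinolate genes and for MIR genes in light were chosen after the data were seen. Over all alternatives, 199 summary values kept their direction and side of the threshold or lay within their spread or 1.5-fold, 30 moved, 1 weakened and 1 reversed. For named genes 7226 calls were the same, 313 weaker and 25 stronger, and for gene lists 1693, 80 and 59.

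Against a fold-change of 1.2, limma called 4913 genes in WT dark, 4110 in *dcl1–9* dark, 555 in light and 19 for the difference of the responses, fewer by construction. With the arrays of the 2 compared groups alone, the counts were 6718 in WT dark, 6817 in *dcl1–9* dark and 1368 in light, and the cause was not tested. For the difference of the responses, 66 genes passed with log2(value + 16) and 15 without the intensity trend, and the cause was not tested. Leaving out each array gave 6274 to 7817 genes in WT dark, 5279 to 6872 in *dcl1–9* dark, 775 (without WT light replicate 3) to 2995 (without WT light replicate 2) in light and 8 (without *dcl1–9* dark replicate 1) to 39 (without WT light replicate 2) for the difference.

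With a lower bound above 1.5 the study's criterion held for 3641 genes in the WT and 3310 in *dcl1–9*. Misregulated SGs numbered 332 with a 30% limit and 22 with the limma difference adjusted over the list, against 702 to 938 with an array left out. The exchanged comparison gave 19.5 percentage points from fold-changes and 3.49 with the 30% limit. The share on PC1 was 33.0% with genes scaled to unit variance, 60.5% with log2(value + 16), 70.5% on linear values and 62.2% without dim probe sets, and 51.3% to 56.1% with an array left out. The enrichment of ribosomal protein genes went from an odds ratio of 2.00 to 0 (p = 1.0, Fisher's exact test) when misregulation was taken from the limma difference, where 4 genes in all were called. Camera calls fell from 44 to 4 with an estimated correlation. The call for aliphatic glucosinolate genes (median -0.83) was lost there. The cause was not tested in these cases.

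The labels share replicate numbers between groups, but neither the labels nor the paper say that a number marks a shared day. The caption of Figure 1A does tie the third axis of its plot to the distance between the 3 biological replicates. Of the 18 pairs of arrays with the same number 14 had correlated deviations above 0.1 (0.031 to 0.337), and all 12 arrays correlated best with their own number, a hint from the data. The authors' table names the arrays of each group by the same set of 3 numbers, whose meaning is not stated. With a replicate block, limma called 5066 genes in light, 77 for the difference of the responses, and 18 SGs as weaker in *dcl1–9* (61 over the list alone). In light the block added calls for light-harvesting (adjusted p = 0.045), ribosome biogenesis (0.034), folding (0.024), TCP (0.045) and histone genes (0.045), and for the difference it ended those for chlorophyll synthesis and miR319-targeted TCP genes (0.051 each). It changed no other list call. Intensity under 20, common among MIR genes, limits what the arrays can resolve. Background correction and the place on the strip were not run as alternatives.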

Differences from the paper's values

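The paper gives 30.2% as the share of variance on the first principal component, and the value here, from centred log2 intensities, is 52.3%. Of the alternatives set before the deposited files were opened, genes scaled to unit variance gave 33.0%, near the paper's value. Those with log2(value + 16), linear values, quantile normalization, no dim probe sets or an array left out gave 60.5%, 70.5%, 53.9%, 62.2% and 51.3% to 56.1%, and stayed apart from it. The other values the paper states for these measures lie close to those here, among them the 831 SGs misregulated in *dcl1–9* and the bounds of Table S3. Both were recomputed from the authors' deposited means, standard errors and bounds, the 831 by a formula worked out from Table S5. Their match is therefore not independent evidence.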

Other observations

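In the light comparison, relative to all genes, starch breakdown genes had a median log2 fold-change of 0.75 in *dcl1–9* (8 of 19 higher, 9 higher and 1 lower over the list alone, adjusted p = 6.1e-06 from camera, adjusted p = 0.32 with an estimated correlation), with BAM5 (At4g15210) at 2.08. Amino acid catabolism had 5 of 24 genes higher (7 over the list alone, adjusted p = 0.015, 0.40 with an estimated correlation), guard cell markers 3 of 7 (adjusted p = 2.1e-04, 0.093), and autophagy 4 of 33 (adjusted p = 0.018, 0.67), the last lost without *dcl1–9* light replicate 3 (0.097). Ribosomal protein genes were lower in 32 cases and higher in 3 (51 and 4 over the list alone, adjusted p = 9.4e-05, 0.35). All these counts are from limma against 0, while the median of all probe sets stood at -0.14, which favors calls of lower genes. Among genes far lower in *dcl1–9* were At5g05960 (log2 -2.96, adjusted p = 8.7e-06) and At4g04223 (log2 -2.45, adjusted p = 3.8e-06).

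Several lists did not pass camera in WT dark: the clock (7 of 21 genes higher, 4 lower, adjusted p = 0.71), guard cell (2 of 7 higher, 2 lower, 0.71), phloem (1 of 4 higher, 0.34), xylem (0 of 5 by limma, also at an unadjusted p under 0.05, 0.68), epidermis and trichome (0 of 5 likewise, 0.75), dividing cells (0 of 6 likewise, 0.83), floral genes (1 of 6 lower, 0.71) and histones (10 of 52 higher, 11 lower, 0.76). When adjusted over the list alone, 3 of the 4 phloem markers were higher. The clock then had 7 genes higher and 6 lower, and the histones 12 and 11. Defence and jasmonate genes had 3 of 7 lower (adjusted p = 0.013, 0.26 with an estimated correlation), with LOX2 (At3g45140) going from 1393 to 99.3. The median of the clock list was 0.15 and its mean -0.04, which differ in sign. For qRT-PCR the paper used EIF4 (At3g13920, EIF4A1 here) as the control gene in detached leaves and ACT2 (At3g18780) in protoplasts. On these leaf arrays EIF4A1 went from 1073 to 1192 in the WT (log2 0.14, adjusted p = 0.47 from limma). ACT2 went from 671 ± 79.7 to 954 ± 80.7 (SD, n = 3; log2 0.51, adjusted p = 0.0073).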
